# YTHDF1 shapes immune-mediated hepatitis via regulating inflammatory cell recruitment and response

**DOI:** 10.1016/j.gendis.2024.101327

**Published:** 2024-05-16

**Authors:** Hao Li, Kailun Yu, Xiandan Zhang, Jiawen Li, Huilong Hu, Xusheng Deng, Siyu Zeng, Xiaoning Dong, Junru Zhao, Yongyou Zhang

**Keywords:** Concanavalin A, Hepatitis, Inflammatory response, N^6^-methyladenine, YTHDF1

## Abstract

Severe immune responses regulate the various clinical hepatic injuries, including autoimmune hepatitis and acute viral hepatitis. N6-methyladenosine (m^6^A) modification is a crucial regulator of immunity and inflammation. However, the precise role of YTHDF1 in T cell-mediated hepatitis remains incompletely characterized. To address this, we utilized Concanavalin A (ConA)-induced mouse liver damage as an experimental model for T cell-mediated hepatitis. Our findings found that hepatic YTHDF1 protein rapidly decreased during ConA-induced hepatitis, and YTHDF1-deficient (*Ythdf1*^*−/−*^) mice showed more susceptibility to ConA-induced liver injury, along with an intensified inflammatory storm accompanied by aggravated hepatic inflammatory response via ERK and NF-κB pathways. Interestingly, hepatic-specific over-expression or deletion of YTHDF1 exhibited redundancy in ConA-induced liver injury. Validation in bone marrow chimeric mice confirmed the necessity of YTHDF1 in hematopoietic cells for controlling the response to ConA-induced hepatitis. Additionally, our data revealed that YTHDF1 deletion in macrophages exacerbated the inflammatory response induced by lipopolysaccharide. In summary, our study uncovered that YTHDF1 deficiency exacerbates the immune response in ConA-induced hepatitis by modulating the expression of inflammatory mediators, highlighting the potential of YTHDF1 as a therapeutic target for clinical hepatitis.

## Introduction

Autoimmune hepatitis (AIH) is a severe autoimmune disease with an unclear etiology, characterized by immune-mediated hepatocyte destruction leading to hepatic necroinflammation, cirrhosis, hepatocellular carcinoma, and potential fatality.^1^ T cells play a central role in initiating and perpetuating hepatic damage through self-protein targeting.^2^ The pathophysiology of AIH involves proinflammatory cytokine release from T cells, macrophages, and other inflammatory cells, including IFN-γ, TNF-α, IL-6, IL-12, and IL-23.^3^ Despite the proposed risk factors and therapeutic options, the mechanisms underlying AIH remain incompletely understood, emphasizing the need to unravel its molecular basis for diagnostic and therapeutic advancements. The lectin concanavalin A (ConA) mouse model simulates human immune-induced hepatitis, characterized by elevated serum inflammatory mediators, aminotransferases, and immune cell infiltration.^4^ ConA activates T cells by binding to sinusoidal endothelial cells and Kupffer cells, triggering a cytokine storm, recruiting inflammatory cells within the liver, and causing hepatic injury.^5^^,^^6^ Thus, ConA-induced hepatitis provides a well-established mouse model to investigate the cellular and molecular mechanisms of immune-mediated hepatitis.

N^6^-methyladenosine (m^6^A), a prevalent post-transcriptional mRNA modification, dynamically regulates various cellular processes. Writers (METTL3, METTL14, WTAP), erasers (FTO, ALKBK5), and readers (YTHDF1, YTHDF2, YTHDF3, YTHDC1, YTHDC2) modulate m^6^A, influencing RNA transcription, maturation, localization, function, and metabolism.^7^, ^8^, ^9^, ^10^ Recent research links m^6^A to immunity and inflammation, impacting the development, differentiation, activation, migration, and polarization of innate and adaptive immune cells.^11^, ^12^, ^13^, ^14^ This modification modulates immune responses and contributes to the pathogenesis of immune-related diseases, including infections, inflammatory diseases, cancers, and autoimmune disorders.^11^ Crucially, m^6^A impacts CD4^+^ T cells function. ALKBH5 reduces m^6^A levels in CXCL2 and IFNG mRNA, enhancing mRNA stability and translation, thereby promoting CD4^+^ T cell responses in autoimmunity.^15^ METTL14-mediated m^6^A modification increases splicing and expression of miR-149–3p, influencing Th17 differentiation in enterotoxigenic *Bacteroides fragilis*-induced intestinal inflammation and carcinogenesis.^16^ Additionally, METTL3-mediated m^6^A methylation in CD40, CD80, and the TLR signaling adaptor TIRAP supports dendritic cell maturation and enhances T cell activation.^17^ Deletion of METTL14 in myeloid cells exacerbates macrophage responses to acute bacterial infection by targeting SOCS1 in an YTHDF1-dependent m^6^A manner.^18^ However, the links of m^6^A and its regulators to AIH remain poorly understood.

In this study, we addressed the unresolved aspect of m^6^A and its regulators in T cell-mediated hepatitis, despite their well-established functions in immunity, viral infection, and autoinflammatory disorders.^12^, ^13^, ^14^^,^^19^^,^^20^ Interestingly, our findings revealed a significant correlation between hepatic YTHDF1 protein changes and acute immune-mediated hepatitis for the first time. Depletion of YTHDF1 intensifies liver injury upon ConA challenge, leading to a pronounced cytokine storm and severe hepatic inflammatory response, primarily via the extracellular signal-regulated kinase (ERK) and NF-κB pathways. Notably, YTHDF1 in hepatocytes seems redundant, whereas its presence in hematopoietic cells is crucial for the immune response and T cell-mediated liver injury triggered by ConA. Furthermore, our study demonstrates that YTHDF1 deletion in macrophages exacerbates lipopolysaccharide (LPS)-induced inflammatory responses, emphasizing the necessity of YTHDF1 in immune cells for an effective inflammatory response. Overall, our results underscore the pivotal role of YTHDF1 in ConA-induced hepatitis, positioning it as a promising therapeutic target for immune-mediated hepatitis.

## Methods and materials

### Mice

C57BL/6 YTHDF1 knockout (*Ythdf1*^−/−^) mice, YTHDF3 knockout *(Ythdf3*^−/−)^ mice, and Rosa26-LSL-Cas9-tdTomato (*Cas9*^*+/−*^) mice were obtained from Cyagen Bioscience and Gempharmatech Inc. Wild type (WT), *Ythdf1*^−/−^, *Ythdf3*^−/−^, and *Cas9*^*+/−*^ mice on C57BL/6 background were bred and housed in specific pathogen-free conditions at the Xiamen University Laboratory Animal Center. Mice at 6–10 weeks of age were used for experiments.

### ConA-induced hepatitis

Mice were intravenously injected via the tail vein of Concanavalin A (Sigma, Cat# C2010) (ConA) at sublethal doses of 8 mg/kg or 10 mg/kg body weight, and were subsequently sacrificed at various time points (1, 3, 8, 24 h) following ConA administration. Survival testing was performed with ConA at a lethal dose of 20 mg/kg.

### Adeno-associated virus (AAV) associated hepatic specific gene expression

To generate hepatic-specific *Ythdf1* knockout mice, we combined the technology of CRISPR/Cas9 and Flox-Cre system depending on AAV.^21^^,^^22^ The human thyroxine-binding globulin (TBG) promoter and the AAV2/8 serotype were used to drive hepatocyte-specific gene expression. For knockout of YTHDF1, AAV2/8-TBG-Cre-U6-sg*Ythdf1*, including two sgRNAs targeting YTHDF1, was injected into Rosa26-LSL-Cas9-tdTomato C57BL/6 mice. The *Ythdf1* sgRNA sequences (sg*Ythdf1*#1: 5′-GCTTCATGAACAGCGCGGCG-3′; sg*Ythdf1*#2: 5′-GGTAAGGATCACTCATCGAG-3′) were synthesized, annealed, and subcloned into a modified pAAV-TBG-Cre-U6-sgRNAs vector. To induce the hepatic-specific overexpression of *Ythdf1*, the pAAV-TBG-m*Ythdf1* (Mouse *Ythdf1*, protein id = NP_776122.1) plasmid vector was conducted for gene expression in WT mice. To generate AAV of serotype 2/8, AAV-293 cells (Procell, Cat# CL-0019) were co-transfected with pAAV-TBG-Cre-U6-sg*Ythdf1*#1-U6-sg*Ythdf1*#2 or pAAV-TBG-m*Ythdf1*, pAAV2/8 (addgene, Cat# 112864) and pAdDeltaF6 (addgene, Cat# 112867). At 60 h post-transfection, cells and culture medium were harvested and processed separately. The medium was mixed with PEG8000 at 4 °C overnight and then precipitated by centrifugation. Cells were lysed in the lysis buffer with three of freeze–thaw cycles for virus release. The crude viruses combined cell lysis with medium precipitate were purified using discontinuous iodixanol (Sigma, Cat# D1556) gradient ultracentrifugation and concentrated by Amicon Ultra centrifugal filter (Merck, 100K, Cat# C134281). The AAV titer was determined by qPCR using primers targeting the TBG promoter on the AAV vector, and the AAV purity was tested by silver staining. For animal infection, the 6-week-old male mice were injected with 2 × 10^11^ genome copies of AAV per dose via the tail vein.

### Bone marrow transplantation (BMT)

Eight-week-old WT or *Ythdf1*^*−/−*^ mice were received irradiation with 8 Gy X-rays. Six hours later, bone marrow cells from *Ythdf1*^*−/−*^ or WT mice were transplanted into the irradiated mice via intravenous injection at a number of 200E4 cells per mouse. In brief, mouse bone marrow cells were flushed out from the femur and tibia, followed by the removal of red blood cells. The transplantation efficiency was assessed by genotyping of blood and tail samples, as well as by Western blotting of spleen and liver samples four weeks after transplantation.

### Isolation and culture of primary peritoneal macrophages

Peritoneal macrophages (PM) were acquired using the thioglycollate elicitation as described before.^23^ The isolated PM were cultured in RPMI1640 supplemented with 10% fetal bovine serum (GEMINI, Cat# A24G00J), 100 U/mL penicillin, and 100 mg/mL streptomycin in a humidified 37 °C incubator with 5% CO_2_. For the LPS challenge, macrophages were exposed to 1 μg/mL of LPS (Sigma, Cat# L2630) for various time points, and subsequent cell lysates containing protein or RNA were analyzed.

### Detection of ALT and AST

Blood samples were collected at the indicated time points after ConA injection, and serum levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) were determined using ALT Detection Kit (Nanjing Jiancheng, Cat# C009-2-1) and AST Detection Kit (Nanjing Jiancheng, Cat# C010-2-1) according to the manufacturer's instructions.

### Measurement of cytokine levels in the serum

The serum levels of IL-6 (Multisciences, Cat# EK206), TNF-α (Multisciences, Cat# EK282HS), or CXCL-1 (Multisciences, Cat# EK296) were measured using enzyme-linked immunosorbent assay kits purchased from Multisciences according to the manufacturer's instructions.

### Western blotting analysis

The collected hepatic tissues or cell samples were homogenized in RIPA buffer (50 mM Tris (pH 8.0), 15 mM NaCl, 2 mM EDTA, 1% SDS, 0.5% sodium deoxycholate, 1% NP-40) and supplemented with protease inhibitor cocktail (APExBIO, Cat# K1007) and phosphatase inhibitor cocktail (APExBIO, Cat# K1015). Protein concentrations were measured using the BCA protein assay kit (Tiangen, Cat# PA115-02). Approximately 40 μg of protein sample was separated on 8% or 10% gel by SDS-PAGE electrophoresis and transferred to a PVDF membrane (Millipore, Cat# IPVH00010). Membranes were blocked with 5% skim milk in TBST (50 mmol/L Tris, 150 mmol/L NaCl, 0.5 mmol/L tris-buffered saline, and Tween-20, pH 7.5) at room temperature for 1 h. After blocking, the membranes were incubated with primary antibodies at 4 °C overnight, washed with TBST, and then incubated with secondary antibodies at room temperature for 1 h. Finally, the membranes were visualized with ECL Western blotting Substrates (ThermoFisher Scientific, Cat# 34075) via the C-Series Imaging System (Azure Biosystems C500). The signal intensity was quantified using the Image J software. The primary antibodies using Western blotting are as follows: anti-YTHDF1 (Abcam, Cat# ab252346), anti-YTHDF2 (Abcam, Cat# ab246514), anti-YTHDF3 (Abcam, Cat# ab220161), anti-YTHDC1 (ABclonal, Cat# A7318), anti-YTHDC2 (Proteintech, Cat# 27779-1-AP), anti-METTL3 (Abcam, Cat# ab195352), anti-METTL14 (Proteintech, Cat# 26158-1-AP), anti-WTAP (Abcam, Cat# ab195380), anti-FTO (Proteintech, Cat# 27226-1-AP), anti-ALKBH5 (Proteintech, Cat# 16837-1-AP), anti-p-STAT3 (CST, Cat# 9145T), anti-STAT3 (CST, Cat# 9139T), anti-p-STAT1 (CST, Cat# 7649), anti-STAT1 (CST, Cat# 14994), anti-p-ERK1/2 (CST, Cat# 4370T), anti- ERK1/2 (CST, Cat# 4695T), anti-p-IκBα (CST, Cat# 2859), anti-IκBα (CST, Cat# 4814), anti-p-p65 (CST, Cat# 3033), anti-p65 (CST, Cat# 8242), anti-IKKβ (CST, Cat# 8943), anti-p-p38 (CST, Cat# 4511T), anti-p38 (CST, Cat# 8690T), anti-p-JNK (CST, Cat# 4668T), anti-JNK (CST, Cat# 9252T), anti-c-Jun (CST, Cat# 9165), anti-IKK-α/β(CST, Cat# 2697), and anti-β-actin (Sigma, Cat# A5316).

### H&E and immunohistochemistry analysis

For histological analysis, liver specimens were fixed in 4% paraformaldehyde (PFA) overnight and then embedded in paraffin for sectioning (5 μm). The sections were deparaffinized with xylene and rehydrated by a graded series of ethanol concentration (100%, 95%, 85%, 70%, and PBS). Tissue sections were stained with hematoxylin and eosin (H&E) for morphological analysis. For immunohistochemistry analysis, liver sections were boiled with citrate buffer (pH 6.0) for antigen retrieval and then followed the instructions of the UltraSensitive SP kit (MXB biotechnologies, Cat# KIT-9720). Sections were incubated at 4 °C overnight with the primary antibodies, including anti-YTHDF1 (Proteintech, Cat# 17479-1-AP, 1:200), anti-YTHDF2 (Abcam, Cat# ab246514, 1:200), anti-YTHDF3 (Abcam, Cat# ab220161, 1:200), and anti-CD4 (Abcam, Cat# ab183685, 1:1000). After washing with PBST, the tissue sections were incubated with streptavidin anti-mouse/rabbit IgG at room temperature for 10 min and then stained with DAB kit (MXB biotechnologies, Cat# DAB-0031). The Motic VM1 microscope and Motic DSAssistant lite software were used for the panoramic scan of H&E and immunohistochemistry images.

### RNA sequencing (RNA-seq) analysis

Total RNA was isolated from *Ythdf1*^−/−^ and WT liver or PM with RNA simple total RNA KIT (Tiangen, Cat# DP419) according to the manufacturer's instructions. Three independent samples (biological replicates) were established for each group. The RNA sequencing library was prepared and sequenced on a BGISEQ-500 platform (BGI, China) by SE50 sequencing. Sequencing reads were mapped by the STAR aligner to the mouse reference genome, and gene expression counts were calculated with HTSeq. Differential expression analysis was performed using the edgeR package and the pathways enriched in the differentially regulated genes were analyzed by Gene Set Enrichment Analysis (GSEA) (http://software.broadinstitute.org/gsea/index.jsp) according to standard procedures.^24^ All the sequencing data generated in this study are available at NCBI Gene Expression Omnibus (GEO, accession number GSE238229 and GSE238236).

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 8.0. Bioinformatics analysis was performed with R (Version 3.61) (http://www.R-project.org/). The data are presented as the mean ± SD as indicated in the figure legends, and the two-tailed unpaired Student's *t*-test was used to compare the two groups. The survival curves were analyzed using the Log-rank test. The precise value of *n* (number of biological or experimental replicates) is provided in the figure legends. Unless otherwise specified, all values were calculated from at least three independent biological replicates. For all the statistical analyses between the two groups, the results are shown in the figures as follows: ∗*p <* 0.05, ∗∗*p <* 0.01, ∗∗∗*p* *<* 0.001, and ns (not significant).

## Results

### The decreased protein expression of m^6^A reader YTHDF1, YTHDF2 and YTHDF3, during early ConA-induced hepatitis

To investigate the correlation between m^6^A regulators and immune-mediated hepatitis, we initially examined the expression of YTHDF1 and other m^6^A regulators during ConA-induced liver injury. We observed a dramatic reduction in the protein expression of YTHDF1, YTHDF2 and YTHDF3 from 1 h to 8 h, followed by a sudden upregulation at 24 h (Fig. 1A, B). This expression pattern of YTHDF1, YTHDF2 and YTHDF3 appeared to be opposite to the p-STAT3 and p-STAT1 counterparts, two earliest activated markers of the inflammatory signaling pathway in ConA-induced hepatitis,^25^ as well as p-IKBα and p-ERK counterparts, suggesting that YTHDF1, YTHDF2 and YTHDF3 may serve as early warning signals for inflammation (Fig. 1A, B). In contrast, other m^6^A regulators, including METTL3, METTL14, WTAP, FTO, ALKBH5, YTHDC1, and YTHDC2, exhibited different protein expression patterns during ConA-induced hepatitis (Fig. 1A; Fig. S1A).

**Figure 1:**
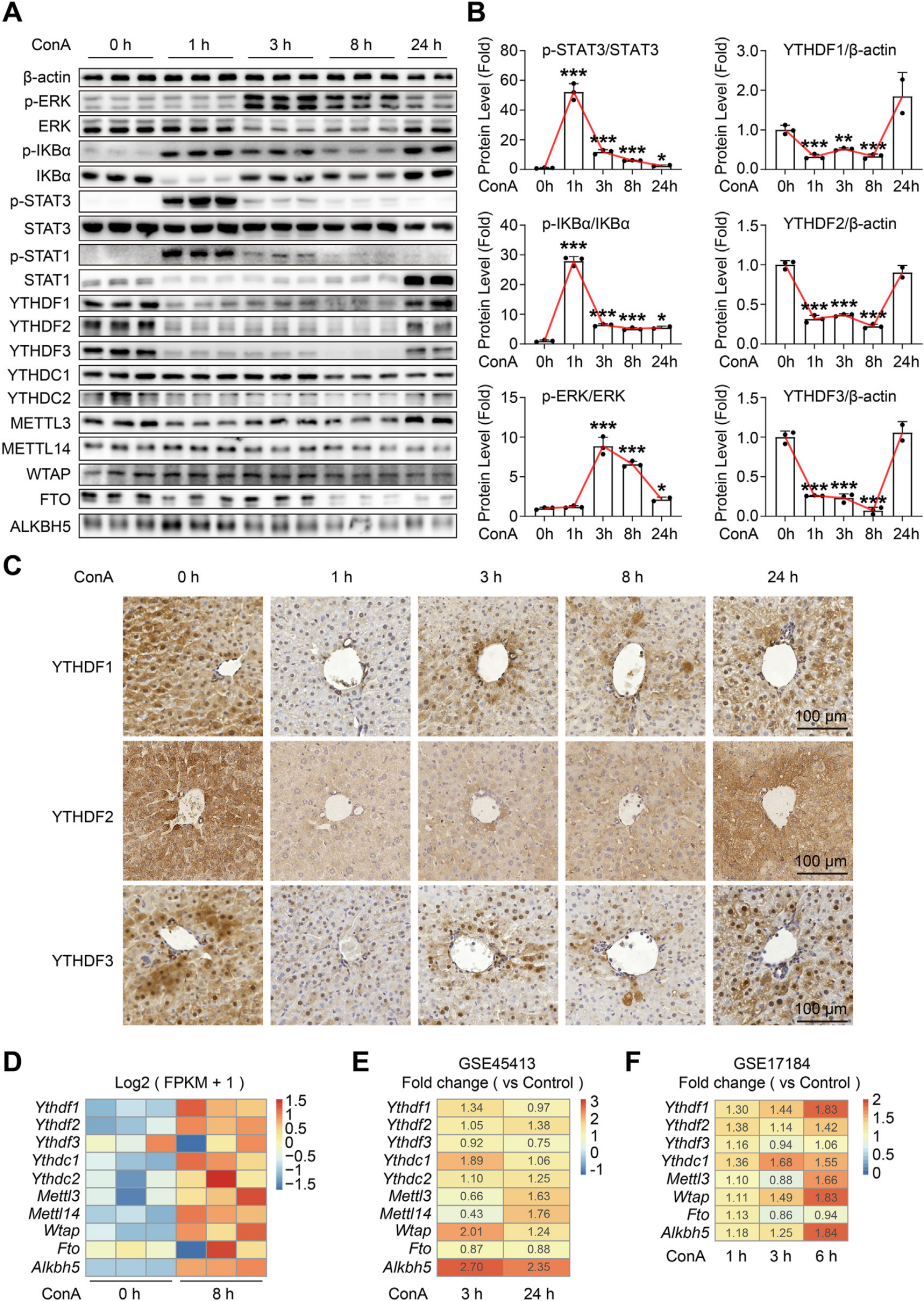
The protein level of m^6^A reader YTHDF1, YTHDF2 and YTHDF3 decrease during the early stage of ConA-induced hepatitis. Eight-week-old male C57BL/6 WT mice were intravenously injected with ConA (10 mg/kg) or saline as vehicle control, and the liver tissues were collected at various time points after ConA treatment, *n* = 2–3 per group. (**A, B**) Immunoblot analysis of liver tissues with m^6^A family and representative inflammatory pathway antibodies (A), followed by gray analysis using Image J (B). **(C)** Representative images of liver sections for immunostaining analysis with YTHDF1, YTHDF2 and YTHDF3 antibodies, Scale bar = 100 μm. **(D)** Heatmap analysis from liver RNA-seq data indicated the mRNA expression level of the m^6^A family after ConA treatment for 8 h. **(E, F)** Heatmap analysis from the GEO database showed the fold change of m^6^A family mRNA levels after the ConA challenge at indicated time points compared with vehicle control in liver tissues. Data are presented as mean ± SD; ∗*p <* 0.05, ∗∗*p <* 0.01, ∗∗∗*p <* 0.001 compared to the control group of WT ConA 0h, based on unpaired two-sided Student's *t*-test.

To identify the cell type responsible for the turnover of YTHDF1, YTHDF2, and YTHDF3 proteins during hepatitis, the immunohistochemical staining was conducted. Results confirmed a significant decrease in protein levels in hepatocytes during the early stage of hepatitis, which gradually increased later (Fig. 1C). Although, the mRNA levels of YTHDF1, YTHDF2, and YTHDF3 did not align with protein changes, consistent with previous studies (GSE45413 and GSE17184), indicating that mRNA expression of these regulators either increased slightly or remained relatively stable during early hepatitis post-ConA challenge compared to the controlled mice (Fig. 1E, F). Our RNA-Seq results further revealed only slight increases or no changes in mRNA levels of m^6^A regulators, including YTHDF1, YTHDF2, and YTHDF3, after the ConA challenge for 8 h (Fig. 1D). 

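Liver RNA of 14 mice was sequenced, and the authors deposited 1 table of expression values in TPM (the share of a gene among 1000000 transcripts) for each mouse. There were 3 WT and 3 *Ythdf1*-/- mice given saline, and 4 WT and 4 *Ythdf1*-/- mice given ConA, all with tissue taken at 8 h. In what follows, KO stands for a mouse labelled *Ythdf1*-/-. The sample labels and the Results give a ConA dose of 8 mg/kg, while the legend of Fig. 1 gives 10 mg/kg, 2–3 mice per group and a control at 0 h. The WT libraries were therefore matched to Fig. 1D by tissue, genotype and the 8 h time point, and the dose remained open. Each table lists 17656 genes. TPM values are shares of a library and do not carry the number of reads, so no counting error can be given for a gene, and a gene without signal is described as listed at 0 (2230 to 2701 genes per library). Groups were compared with limma on log2(TPM + 1), and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. On this scale the fold changes of genes with low TPM are understated.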

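Ythdf1 itself had 12.0 to 13.9 TPM in the WT saline livers, 18.4 to 20.8 in KO saline, 18.7 to 25.6 in WT ConA and 15.5 to 26.2 in KO ConA. Fig. S2A places the deletion at exon 3. In the Ythdf1 transcript with 5 exons of the GENCODE vM21 annotation, exon 3 has 80 of the 3184 bases, or 2.51%, so the value of the whole gene does not check the genotype label. WT saline replicates 2 and 3 were nearly identical. Over the 100 genes that varied most among the KO saline mice, the median size of their log2 ratio was 0.0813, against 0.239 to 1.46 in the other 17 pairs of replicates of 1 group. The counts, regulators and list results against WT saline are therefore also given with these 2 libraries averaged and counted as 1 mouse, a choice made after the data were seen.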

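In WT ConA against WT saline livers, 2 of the 10 m6A regulators of Fig. 1D were called, both higher after ConA. Alkbh5 rose from 16.7 to 17.0 TPM in the saline mice to 32.1 to 50.0 TPM after ConA, a log2 fold change of 1.29 with an adjusted p of 1.64e-04. Ythdf1 rose by a log2 fold change of 0.67, with an adjusted p of 0.0035. The same 2 were called when p was adjusted over the list alone, and both remained called with WT saline replicates 2 and 3 averaged. The log2 fold changes of the 10 regulators ran from -0.27 to 1.29. Ythdf2 (log2 fold change 0.42, adjusted p 0.170) and Ythdf3 (-0.27, 0.361) were not called. WT ConA replicate 3 decided several of these calls. Without it Ythdf2, Ythdc1, Ythdc2, Mettl3, Mettl14 and Wtap were also called, all higher, so that 8 of the 10 were. For Ythdf2 its value was 6.01 TPM against 11.7 to 12.9 in the other WT ConA mice, and without it the log2 fold change of Ythdf2 was 0.65 with an adjusted p of 0.0012. A rescaling of each library by its median ratio to the others also called these except Ythdc2, with log2 fold changes from 0.38 (Mettl3) to 0.77 (Ythdc1). In KO ConA against KO saline, 5 of the 10 regulators were called, all higher. Ythdf1 was not among them (log2 fold change 0.17, adjusted p 0.419). KO ConA against WT ConA gave 0 calls among the 10, and so did the interaction of genotype and ConA.

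**Figure D1:**
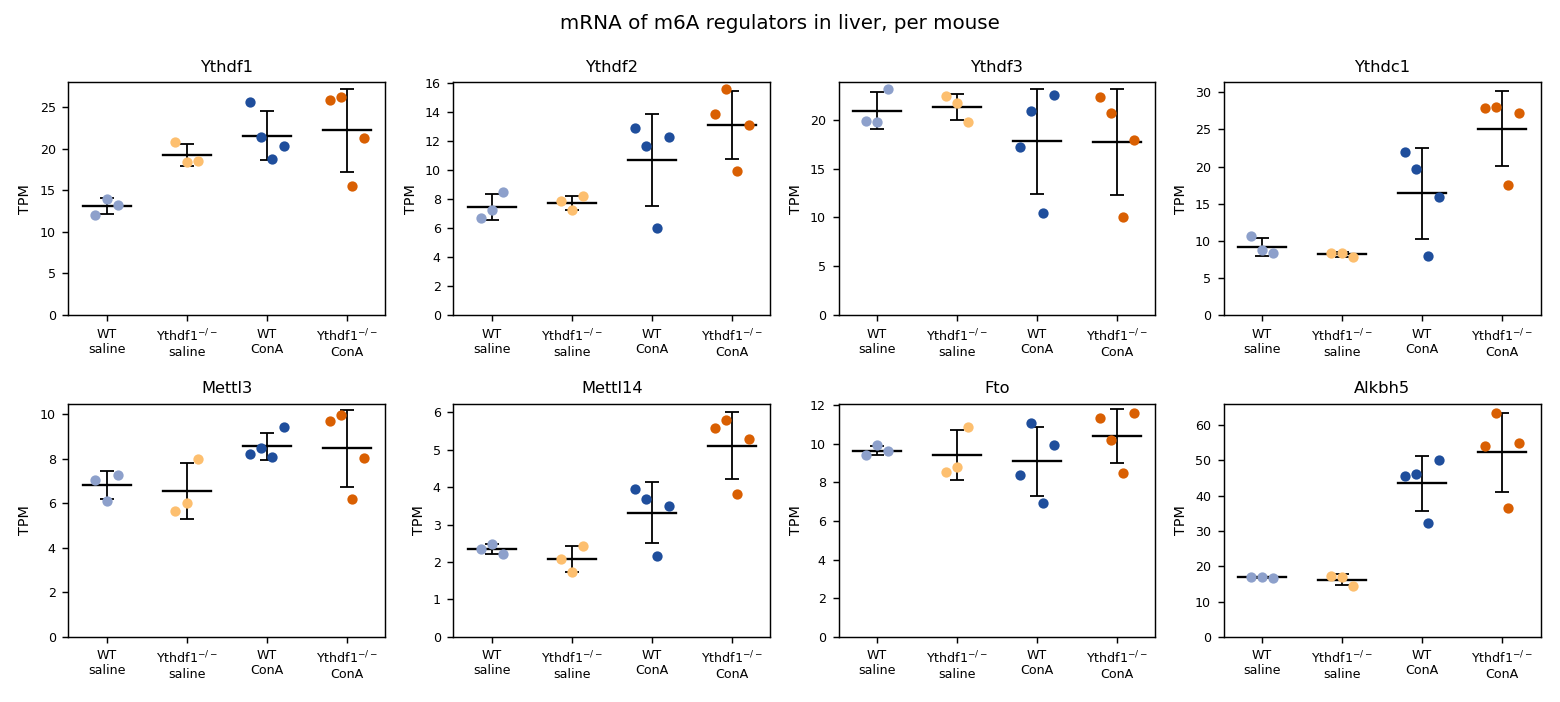
TPM of 8 m6A regulators in each of the 14 livers (points), with the mean and SD of each group (black). Alkbh5 lay between 16.7 and 17.0 TPM in WT saline and between 32.1 and 50.0 TPM in WT ConA livers.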

In conclusion, the rapid turnover of YTHDF1, YTHDF2, and YTHDF3 proteins during early ConA-induced hepatitis emerges as a hallmark of risk, suggesting their potential as crucial inflammation indicators in immune-mediated hepatitis.

### Deficiency of YTHDF1, not YTHDF3, exacerbates ConA-induced liver injury and mortality in mice

To explore the role of YTHDF1, YTHDF2, and YTHDF3 in experimental T cell-mediated hepatitis, the YTHDF1 or YTHDF3 deficient mice were generated using CRISPR/Cas9 technology (Fig. S2A–D). It is worth noting that YTHDF2 deficiency resulted in female infertility, preweaning lethality, and male hypo-fertile in mice.^26^ First, we intravenously injected ConA (20 mg/kg) into male WT, *Ythdf1*^−/−^, or *Ythdf3*^−/−^ mice, and monitored the survival rate of the mice every 2 h up to 84 h post the ConA administration. Notably, the survival rate of ConA-treated *Ythdf1*^−/−^ mice was dramatically lower than that of ConA-treated WT littermates throughout the observation period (Fig. 2A). By 36 h after ConA injection, all *Ythdf1*^−/−^ mice had succumbed, while approximately 40% of WT mice remained alive, with 20% surviving until the end of observation. However, no significant difference in survival rate was observed between *Ythdf3*^−/−^ mice and WT mice (Fig. 2F).

**Figure 2:**
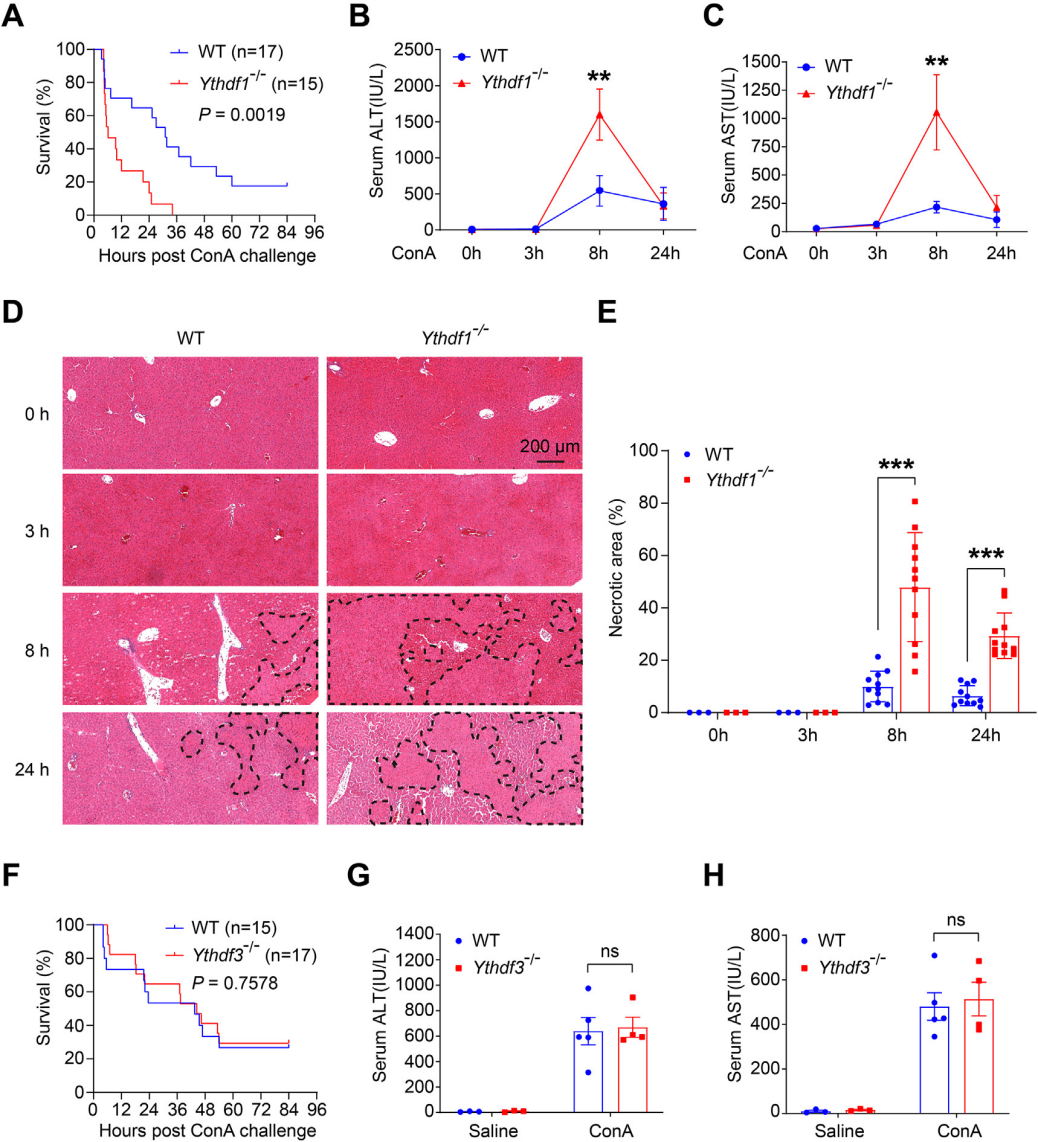
Deletion of YTHDF1, not YTHDF3, exacerbates ConA-induced liver injury and mortality in mice. **(A)** The mortality rate of YTHDF1 knockout (*Ythdf1*^−/−^) and wildtype littermates (WT) male mice at various time points after receiving an intravenous lethal dose of ConA (20 mg/kg), *n* = 15–17 per group. **(B**–**E)***Ythdf1*^−/−^ and WT male mice were administrated with ConA (8 mg/kg) or saline by intravenous injection, *n* = 3–5 per group. Serum samples or liver tissues were collected at 0 h, 3 h, 8 h, and 24 h after ConA injection. Measurement of Serum ALT (B) and AST (C) levels. H&E staining analysis of liver sections, Scale bar = 200 μm (D), the necrotic area was analyzed by image J (E). **(F)** The mortality rate of *Ythdf3*^−/−^ and WT male mice at various time points after receiving an intravenous lethal dose of ConA (20 mg/kg), *n* = 15–17 per group. **(G, H)***Ythdf3*^−/−^ and WT male mice were intravenously injected with ConA (8 mg/kg) or saline for 8 h, and serum samples were collected for the measurement of ALT (G) and AST (H) levels, *n* = 3–5 per group. Data are presented as mean ± SD; ∗*p <* 0.05, ∗∗*p <* 0.01, ∗∗∗*p <* 0.001, ns, not significant, compared with two groups of the corresponding time-point, based on two-sided Student's *t*-test. The survival curves are analyzed by the Log-rank test.

Subsequently, a sublethal ConA dose (8 mg/kg) was administered to the knockout mice and WT littermates, followed by biochemical and histological evaluation of liver injury. As expected, the serum levels of ALT and AST, established markers of liver injury, peaked at 8 h post-ConA injection. Consistent with the mortality findings, *Ythdf1*^−/−^ mice exhibited higher serum ALT and AST levels during the 8 h post-ConA treatment compared to WT mice (Fig. 2B, C), while *Ythdf3*^−/−^ mice showed no significant difference (Fig. 2G, H). Additionally, histological analysis revealed more pronounced hepatic necrosis in *Ythdf1*^−/−^ mice than in WT mice at 8 h and 24 h post-ConA administration (Fig. 2D, E). These results indicate that YTHDF1 deficiency, rather than YTHDF3, increase the susceptibility to ConA-induced hepatotoxicity and mortality.

### YTHDF1 deficiency exacerbates hepatic inflammatory response via ERK and NF-κB pathway

Inflammatory cells, particularly the T lymphocytes, are crucial to the pathogenesis of both clinical AIH and ConA-induced experimental hepatitis.^4^ ConA, a potent T cell mitogen, activates T cells and induces inflammatory storms in mice, resulting in elevated serum cytokine levels, including IFN-γ, IL-6, TNF-α, and CXCL1.^5^^,^^6^ To elucidate the mechanisms underlying aggravated liver injury and mortality in YTHDF1-deficient mice following ConA injection, we analyzed serum cytokines (IL-6, CXCL1, and TNF-α) at various time points. As data showed, inflammatory mediators were rapidly increased at 3 h post-ConA both in *Ythdf1*^−/−^ mice and WT mice, which occurred earlier than hepatotoxicity, and *Ythdf1*^−/−^ mice exhibited consistently high levels of IL-6, CXCL1, and TNF-α until 8 h post-ConA compared to WT mice (Fig. 3A–C). Moreover, we performed transcriptome-wide RNA sequencing (RNA-seq) on liver tissue collected from *Ythdf1*^−/−^ mice and WT mice treated with ConA (8 mg/kg) or saline for 8 h. 

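The 14 libraries separated by treatment along the first principal component of log2(TPM + 1), which held 75.9% of the variance across 10457 genes. The KO ConA mice lay farther from the saline mice (-55.5 to -59.6) than the WT ConA mice did (-31.1 to -43.6). Replicates 3 of both ConA groups stood apart from the other ConA mice on the second component, with 7.85% of the variance. ConA changed 5704 of 10768 tested genes in WT livers (2368 higher, 3336 lower). The count was 4567 with WT saline replicates 2 and 3 averaged. The excess of lower calls shrank to 2948 higher and 3107 lower in rescaled libraries, and to 3476 and 3607 without WT ConA replicate 3. It stayed without any other single mouse. In KO livers, ConA changed 7099 of 10988 genes (3723 higher, 3376 lower).

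**Figure D2:**
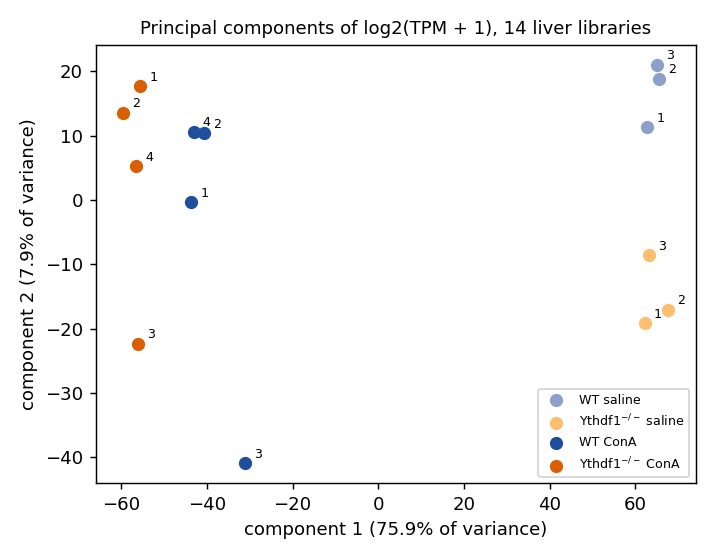
Principal components 1 and 2 of log2(TPM + 1) for 14 liver libraries, labelled by replicate number. Saline and ConA livers lie on opposite sides of component 1.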

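Between the ConA-treated genotypes the difference was small at the level of single genes. KO ConA against WT ConA gave 45 of 10519 genes, 36 higher and 9 lower in KO, and 1753 genes had an unadjusted p under 0.05. The higher share depended on scaling, since the rescaled libraries gave 25 genes, 12 higher and 13 lower. The count was 640 when all 14 libraries entered the fit, 3 with no filter on TPM, and between 5 (without KO ConA replicate 4) and 64 (without WT ConA replicate 1) when 1 library was left out. Without WT ConA replicate 4 it was 8. Among called genes whose groups did not overlap, the 5 with the largest rise were Gm42267, Id1, Mid1, Olr1 and Actg1. Mid1 had 15.9 to 30.5 TPM in WT and 74.8 to 87.8 TPM in KO (log2 fold change 2.00, adjusted p 0.0025). Id1 had 2.62 to 5.30 TPM in WT and 16.4 to 43.4 TPM in KO (2.49, 0.0126). The 5 with the largest fall were Slco1a1, Papss1, Inmt, Mup20 and Mup3. Papss1 had 9.45 to 15.1 TPM in WT and 1.45 to 1.83 TPM in KO (-2.28, 6.85e-04). With no filter on TPM, Mid1 and Papss1 were still called, and the other 8 were not. Of the 50-base stretches of their transcripts, 43.3% in Actg1, 49.5% in Mup20 and 72.6% in Mid1 were found in no other gene of GENCODE vM21, so reads of 50 bases may be shared with related genes there. Among the saline mice, 2009 of 10459 genes were called in KO against WT (659 higher, 1350 lower). That count fell to 55 with WT saline replicates 2 and 3 averaged and to 54 without WT saline replicate 3, and the higher share of the calls rose from 32.8% to 49.1% after rescaling.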

GSEA analysis in hallmark gene sets revealed that the inflammation-related signaling pathways were markedly over-activated in *Ythdf1*^−/−^ mice in contrast to WT mice during the ConA challenge, represented by the pathways of TNF-α signaling via NF-κB, epithelial–mesenchymal transition, IL-2 STAT5 signaling, inflammatory response, IL-6 JAK STAT3 signaling, and IFN-γ response (Fig. 3D, E). These findings suggest that YTHDF1 deficiency exacerbates hepatic inflammatory response during ConA-induced hepatitis. 

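The hallmark gene sets were not used here, and the enrichment scores of Fig. 3D, E were not recomputed. Instead, 19 fixed lists of genes for the pathways that the paper names were tested with camera (limma, preset inter-gene correlation of 0.01) on KO ConA against WT ConA, with p adjusted over the 19 lists. The NF-kB target genes were higher in KO for 20 of 28 tested genes, with a mean log2 fold change of 0.26 (adjusted p 0.0055). Without KO ConA replicate 3 that adjusted p was 0.139. The EMT and matrix genes were higher for 30 of 33 genes (mean log2 fold change 0.62, adjusted p 6.02e-09), the IL-2 STAT5 genes for 20 of 22 (0.41, 1.13e-04), the inflammatory mediators for 20 of 25 (0.54, 2.84e-05) and the IL-6 STAT3 genes for 17 of 19 (0.51, 2.84e-05). The interferon gamma genes were higher for 22 of 31 genes, with a mean of 0.26 and an adjusted p of 0.0537, which is not past the threshold, and their adjusted p ran from 0.0031 (without WT ConA replicate 1) to 0.527 (without WT ConA replicate 4) when 1 library was left out. In total 11 of the 19 lists passed, 9 higher and 2 lower. These p values rest on the preset correlation. Of the 35 splits of the ConA mice into equal groups, the real one included, 9 gave 11 or more lists. The median split gave 9, so the number of lists is by itself no evidence of a difference. With the correlation estimated from the data 0 lists passed, and with fry 2 did, the ERK response genes and the IL-17 signaling genes. The estimated correlation also left 0 lists in WT ConA against WT saline, where 16 passed with the preset one. Its 0 therefore cannot tell a missing difference from a weak test. The lists also overlap, as 11 NF-kB target genes are among the inflammatory mediators.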

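The mean log2(TPM + 1) of a list in each mouse gave a second view. For the NF-kB target genes, IL-6 STAT3 genes, inflammatory mediators and EMT and matrix genes, all 4 KO ConA mice lay above all 4 WT ConA mice. The exact two-sided permutation p was 0.0286 for each, the smallest that 4 mice against 4 can give, and 0.0905 after adjustment over the 19 lists. For the IL-2 STAT5 genes 3 KO mice lay above every WT mouse (exact p 0.0571, adjusted 0.121), and for the interferon gamma genes 0 did (exact p 0.400, adjusted 0.475). Few single genes were called. Bcl2l1 was called among the IL-2 STAT5 genes (log2 fold change 1.06, adjusted p 0.0369) and Tpm1 among the EMT and matrix genes (1.11, 0.0390), and the NF-kB, IL-6 STAT3, inflammatory and interferon gamma lists held 0 called genes over all genes tested. Adjusted over the list alone, the calls were 10 in the EMT and matrix genes, 10 in the inflammatory mediators, 5 in the IL-6 STAT3 genes, 4 in the IL-2 STAT5 genes and 0 in the NF-kB target genes. Lower in KO were the oxidative phosphorylation genes (mean log2 fold change -0.10, 14 of 50 genes higher, adjusted p 3.30e-04) and the xenobiotic metabolism genes (-0.21, 9 of 37 genes higher, 1.63e-04). Their means per mouse overlapped between the genotypes, with exact p values of 0.200 and 0.114. The oxidative phosphorylation genes had an adjusted p of 0.0797 without KO ConA replicate 1. The bile acid metabolism genes (-0.20, 11 of 27 genes higher) had an adjusted p of 0.0541.

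**Figure D3:**
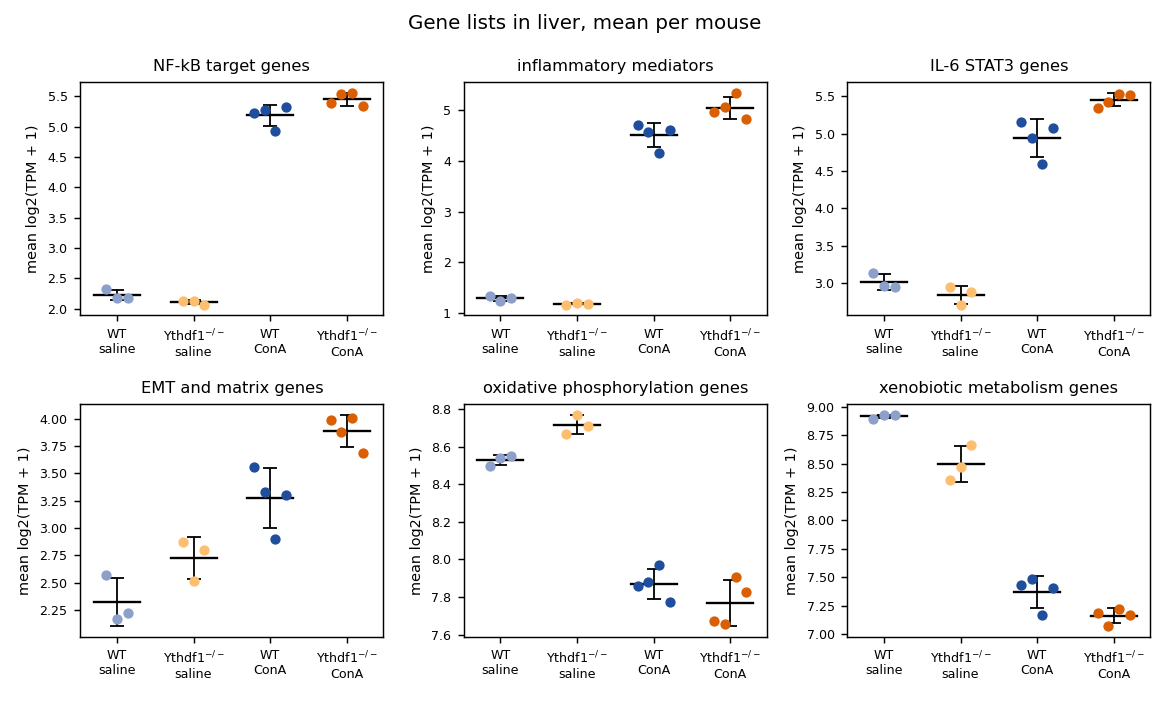
Mean log2(TPM + 1) of 6 gene lists in each of the 14 livers (points), with the mean and SD of each group (black). For the NF-kB target genes, inflammatory mediators, IL-6 STAT3 genes and EMT and matrix genes, the 4 KO ConA livers lie above the 4 WT ConA livers.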

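ConA raised the inflammation lists strongly in both genotypes. Over the 25 inflammatory mediators tested in KO ConA against WT ConA, the group mean of log2(TPM + 1) went from 1.29 to 4.51 in WT and from 1.18 to 5.05 in KO livers. The mean log2 fold change of the 27 acute-phase genes was 3.17 in WT and 3.67 in KO. The interaction term, which tests whether the change after ConA differed between the genotypes, was past the threshold for 8 of the 19 lists. They include the inflammatory mediators (mean 0.64, adjusted p 0.0029), the IL-6 STAT3 genes (0.68, 0.0047), the acute-phase genes (0.50, 0.0029) and the ERK response genes, and not the NF-kB target genes (0.38, 0.0537) or the EMT and matrix genes (0.17, 0.628). With an estimated correlation 0 lists passed, and with fry 7 did, 6 of them also with the preset correlation. Of 100 splits of the libraries within treatment, the real one included, 48 gave 8 or more lists with the preset correlation. The number of lists is thus no evidence of a difference here either. With WT saline replicates 2 and 3 averaged 12 lists passed by the interaction, the NF-kB target genes among them (0.0284). In the saline mice 7 lists differed between the genotypes, and 8 with that pair averaged. Of the 10 splits of the saline mice, the real one included, 3 gave 7 or more lists. The EMT and matrix genes were already higher in KO saline (mean 0.48, adjusted p 9.56e-04), and the xenobiotic metabolism genes already lower (-0.42, 0.0406). The oxidative phosphorylation genes, lower in KO after ConA, were higher in KO saline (0.19, 2.59e-07). The acute-phase genes were lower in KO saline than in WT saline (mean -0.39, adjusted p 0.0376, with the pair averaged 0.0251), and after ConA they did not differ (0.12, 0.344), so their interaction came from the lower saline values. Saa1, for example, had 151 to 369 TPM in WT saline and 56.8 to 123.8 TPM in KO saline livers, but 29535 to 35401 and 34310 to 36585 TPM after ConA.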

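Among the mediators that the study measured in serum, Cxcl1 mRNA was alike in WT (356 to 453 TPM) and KO livers (358 to 465 TPM) after ConA, and so was Tnf mRNA (3.37 to 5.64 against 2.30 to 5.03 TPM). Il6 did not exceed 0.59 TPM in any library and was not tested. Ifng had 1.01 to 3.86 TPM in WT and 5.02 to 12.1 TPM in KO livers, without overlap (log2 fold change 1.38, adjusted p 0.0674). It was called when all 14 libraries entered the fit (adjusted p 0.0092) and without WT ConA replicate 1. Of the 10 tested genes of mediators and signaling proteins, 0 were called in KO ConA against WT ConA over all genes, and 1, Ifng, when adjusted over the list alone. These are mRNA values of liver tissue and do not measure serum protein.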

IL-6-STAT3 signaling, TNF-α–NF–κB signaling, and ERK signaling are essential for ConA-induced hepatitis through T-cell activation and hepatocyte destruction.^27^, ^28^, ^29^ Therefore, we investigated the activation of the STAT3, NF-κB, and ERK signal pathways. Our results revealed no differences in the phosphorylation status of STAT3 and p65 between WT and *Ythdf1*^−/−^ mice, whereas the phosphorylation levels of ERK and IκB-α were higher in *Ythdf1*^−/−^ mice than in WT mice after ConA administration (Fig. 3F, G). Consistent with these findings, GSEA analysis of GOBP (Gene Ontology Biological Process) gene sets indicated increased activation in pathways of ERK1/ERK2 cascade and positive regulation of IKK NF-κB signaling in ConA-treated *Ythdf1*^−/−^ mice compared to WT mice (Fig. 3H), supporting the over-activation of ERK and IκB-α signaling in ConA-treated *Ythdf1*^−/−^ mice. Collectively, these data demonstrate that YTHDF1 deficiency exacerbates the cytokine storm and hepatic inflammatory response, mainly through ERK and NF-κB pathways in ConA-induced hepatitis.

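The GOBP gene sets were not used here either. The list of ERK response genes had the smallest adjusted p of the 19 lists. Of its 25 tested genes, 24 were higher in KO ConA than in WT ConA livers, 14 of them without overlap between the groups, with a mean log2 fold change of 0.77 (camera, adjusted p 5.14e-11, with fry 0.0454, with an estimated correlation 0.288). The means of the 4 KO ConA mice (3.27 to 3.71) lay above those of the 4 WT ConA mice (2.39 to 2.84), with an exact permutation p of 0.0286. The lowest WT value was that of replicate 3, and the others lay between 2.83 and 2.84. In the saline mice the same list was lower in KO than in WT (mean -0.45, adjusted p 0.0487, and 0.0255 with WT saline replicates 2 and 3 averaged). ConA raised it by a mean of 0.52 over 20 tested genes in WT (adjusted p 0.0569, and 0.0476 with that pair averaged) and of 1.52 over 27 in KO livers (5.20e-06), so these means are not over the same genes. The interaction, over 27 genes in both genotypes, had a mean of 1.03 with an adjusted p of 2.82e-07 for the difference between these responses. Fos had 1.87 to 4.14 TPM in WT ConA and 8.02 to 33.0 TPM in KO ConA livers (log2 fold change 2.09, adjusted p 0.0667). Dusp5 was the called gene of the list over all genes tested (1.42, 0.0369), and 15 genes were called when adjusted over the list alone. Of the 50-base stretches of Dusp5, 79.5% are found in no other gene.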

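The list of IKK NF-kB activators did not differ. Of its 31 tested genes 22 were higher in KO ConA, with a mean log2 fold change of 0.15 and an adjusted p of 0.192, and the means per mouse overlapped (exact p 0.457). WT ConA replicate 3 was again the lowest WT library (3.55 against 4.01 to 4.08). Of the kinases and NF-kB components, these were not called: Mapk3 (log2 fold change 0.12, adjusted p 0.724), Ikbkb (0.37, 0.470) and Nfkbia (0.37, 0.268). Nfkb1 was higher in each KO mouse than in any WT mouse (25.8 to 33.5 TPM against 13.4 to 23.8 TPM, log2 fold change 0.61, adjusted p 0.137), and so, slightly, was Rela (93.6 to 102.6 TPM against 81.7 to 92.5 TPM, log2 fold change 0.20, adjusted p 0.391). None of these values measures phosphorylation, which the paper reports in Fig. 3F, G.

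**Figure D4:**
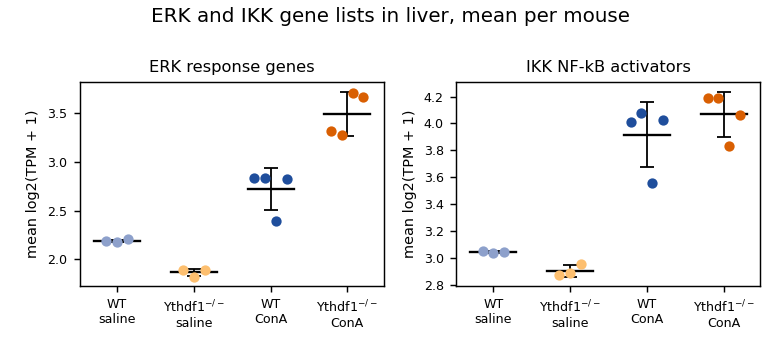
Mean log2(TPM + 1) of the ERK response genes and the IKK NF-kB activators in each of the 14 livers (points), with the mean and SD of each group (black). The KO ConA livers lie at 3.27 to 3.71 for the ERK response genes, above the WT ConA livers at 2.39 to 2.84.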

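The paper reasons from serum cytokines, from the hallmark and GOBP gene sets raised in ConA-treated *Ythdf1*-/- livers, and from the higher phosphorylation of ERK and IκB-α to its conclusion that the ERK and NF-κB pathways are the main routes. In the expression data, a set test outside the fixed lists used the mouse Reactome sets. Of 781 sets with 10 to 500 tested genes, 56 passed in KO ConA against WT ConA with the preset correlation, 43 higher and 13 lower. With that correlation 183 sets had an unadjusted p under 0.05. With an estimated correlation 0 sets passed. Of the 35 splits of the ConA mice, the real one included, 19 gave 56 or more sets. The median split gave 58, so the number of sets is no evidence of a difference. Of 12 sets chosen in advance for the paper's pathways, 4 passed: Reactome extracellular matrix organization (mean log2 fold change 0.29, adjusted p 0.0028), Reactome nuclear events mediated by MAP kinases (0.40, 0.0190), Reactome chemokine receptors bind chemokines (0.49, 0.0013) and, lower in KO, Reactome respiratory electron transport (-0.13, 0.0013). Reactome signaling by interleukins (0.18, 0.0503), Reactome interferon gamma signaling (0.23, 0.247) and Reactome activation of NF-kappaB in B cells (0.09, 0.548) did not pass.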

**Figure 3:**
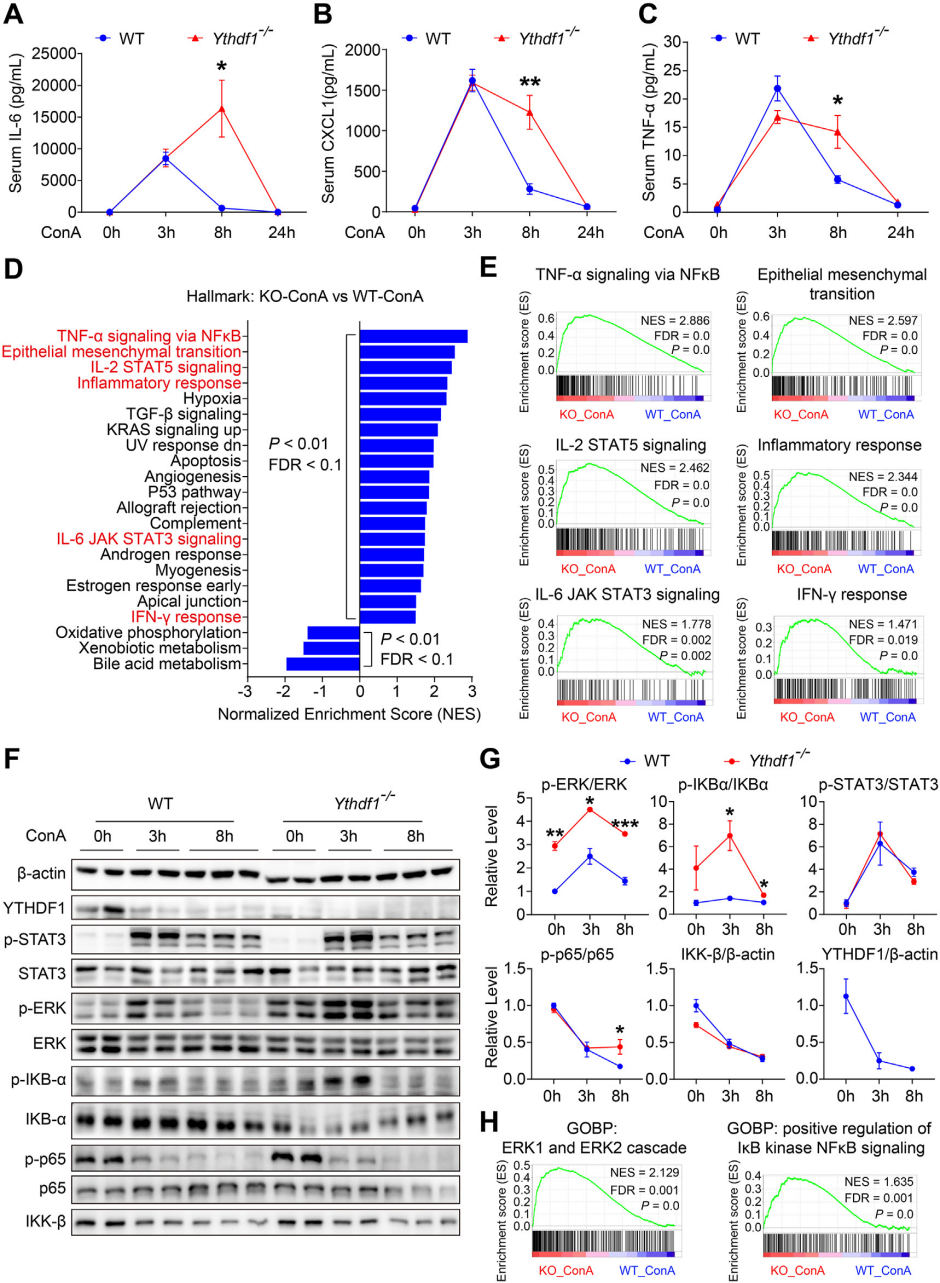
YTHDF1 deficiency aggravates hepatic inflammatory response via ERK and NF-κB pathway. **(A**–**C)** Serum samples collected at 0 h, 3 h, 8 h, and 24 h after ConA (8 mg/kg) injection from Fig. 2B and C was measured for IL-6 (A), CXCL1 (B), and TNF-α (C) levels, *n* = 3–5 per group. **(D)** Liver tissues of *Ythdf1*^−/−^ (KO) and WT mice collected at 8 h after ConA (8 mg/kg) treatment were extracted for RNA, followed by RNA-Seq analysis, *n* = 3–4 per group. GSEA analysis for RNA-Seq data identified the significant up-regulation or down-regulation gene sets of hallmarks mediated by YTHDF1 deletion upon ConA challenge for 8 h. **(E)** Representative hallmark pathways were shown for GSEA analysis. **(F, G)** Liver tissues harvested at 0 h, 3 h, and 8 h after ConA (8 mg/kg) treatment were immunoblot analyzed for the inflammatory pathway (F), followed by gray analysis using image J (G). **(H)** GSEA analysis of GOBP gene sets showed over-activation of ERK and NF-κB pathway mediated by YTHDF1 deletion upon ConA (8 mg/kg) challenge for 8 h. Data are presented as mean ± SD; ∗*p <* 0.05, ∗∗*p <* 0.01, ∗∗∗*p <* 0.001 compared with two groups of the corresponding time-point, based on unpaired two-sided Student's *t*-test. NES, normalized enrichment score. FRD, false discovery rate. KO, *Ythdf1*^*−/−*^.

### Hepatic-specific overexpression or knockout of YTHDF1 is redundant in ConA-induced hepatitis

Because of the observations in the dramatic decrease and subsequent increase in hepatic YTHDF1 protein during the early and late stages of ConA-induced hepatitis, we investigated the involvement of YTHDF1 in hepatocytes in the ConA-mediated inflammatory storm and hepatotoxicity. To this end, we generated hepatocyte-specific YTHDF1-overexpressing mice and YTHDF1-knockout mice by using AAV technology (Fig. 4A and G).

**Figure 4:**
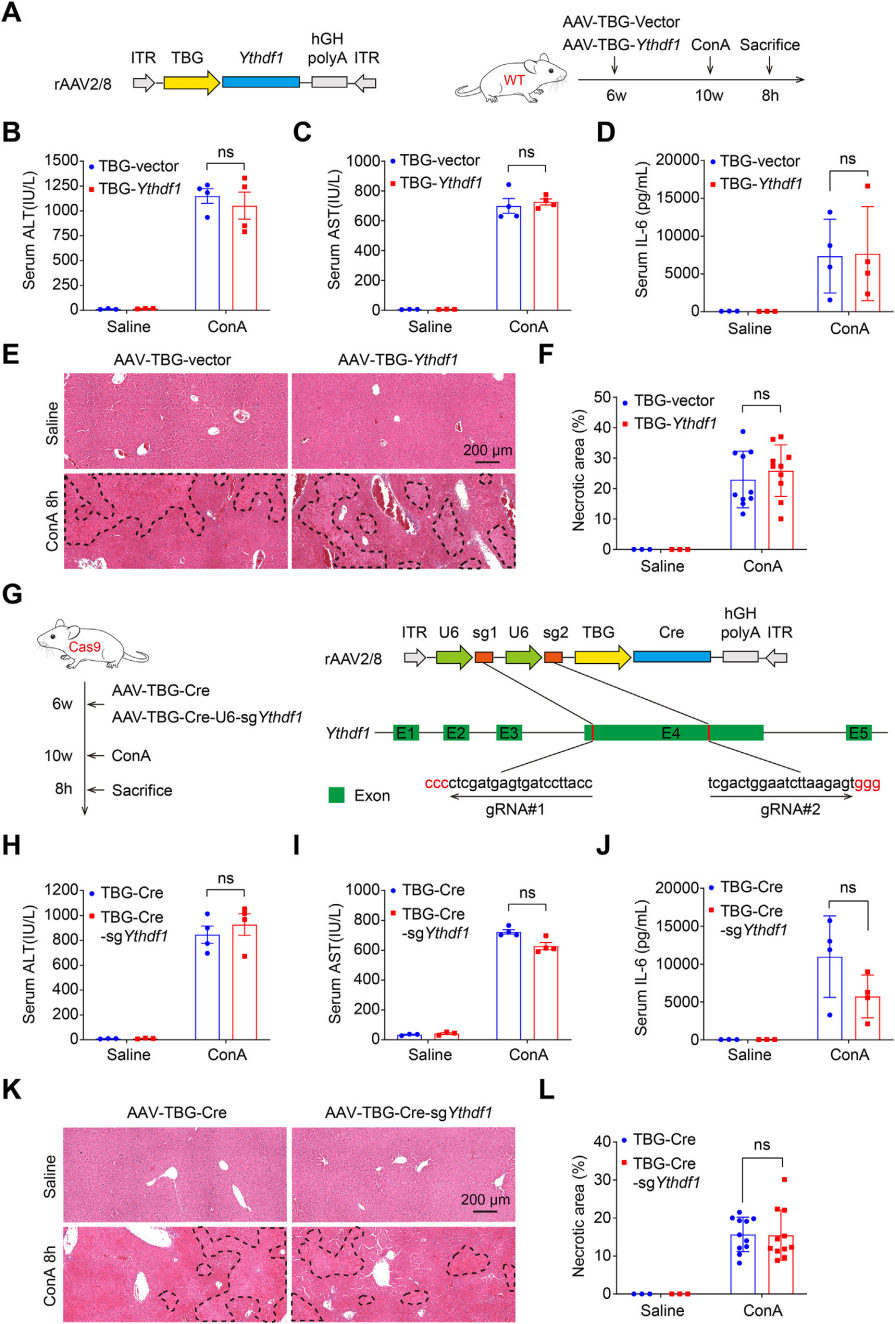
Hepatic-specific overexpression or deletion of YTHDF1 is redundant in ConA-induced hepatitis. **(A**–**F)** Schematic image of a mouse model for generating hepatic specific overexpression via TBG-driven mouse *Ythdf1* rAAV2/8 virus. Six weeks old C57BL/6 WT male mice were intravenously injected with rAAV2/8 virus. Four weeks after the virus injection, these mice were challenged by ConA (10 mg/kg) or saline for 8 h *n* = 3–5 per group (A). Serum samples were measured for ALT (B), AST (C), and IL-6 (D) levels. Liver samples were analyzed for H&E staining, Scale bar = 200 μm (E), followed by necrotic area analysis (F). **(G**–**L)** Schematic image of a mouse model for generating hepatic specific knockout of *Ythdf1* via AAV-CRISPR/Cas9 technology. Six weeks old transgenic Cre-dependent Cas9 male mice, tagged with upstream flox-STOP-flox element, were intravenously injected with rAAV2/8 virus, in which Cre was driven by liver-specific TBG promoter and two sgRNAs were driven by U6 promoters. Four weeks after virus injection, these mice were challenged by ConA (10 mg/kg) or saline for 8 h *n* = 3–4 per group (G). Serum samples were measured for ALT (H), AST (I), and IL-6 (J) levels. Liver samples were analyzed for H&E staining, Scale bar = 200 μm (K), followed by necrotic area analysis (L). Data are presented as mean ± SD; ∗*p <* 0.05, ∗∗*p <* 0.01, ∗∗∗*p* *<* 0.001, ns, not significant. ITR, inverted repeat sequence. TBG, thyroid binding globulin promoter.

Surprisingly, after the ConA injection, there were no differences in serum ALT, AST, IL-6 levels, or hepatic necrosis areas among control mice and those with hepatic-specific YTHDF1 overexpression or knockout (Fig. 4B–F, H–L). This suggests that hepatic YTHDF1 does not impact hepatocyte death or T cell activation-mediated inflammatory storms in ConA-induced hepatitis. However, Western blotting analysis of the inflammatory signaling pathway revealed that hepatic YTHDF1 overexpression enhanced ERK phosphorylation compared to control mice after ConA treatment, while other signals showed no significant changes (Fig. S3A, C). Abnormal signals were also observed in ConA-treated hepatic-specific YTHDF1 knockout mice, with decreased phosphorylated levels of ERK (p-ERK), increased phosphorylated levels of IκB-α (p-IκB-α), and unchanged phosphorylated levels of STAT3 (p-STAT3) compared to ConA-treated control mice (Fig. S3B, D). These results indicate the redundant role of hepatic YTHDF1 in affecting hepatocyte death and serum inflammatory storms induced by ConA administration, indirectly suggesting the essential role of YTHDF1 in inflammatory cells for ConA-induced hepatitis.

### Hepatic infiltrative inflammatory cells are over-activated in YTHDF1 deficiency mice during the ConA challenge

Hepatic infiltrative leukocytes play an essential role in ConA-induced hepatitis.^6^ After intravenous injection, ConA primarily accumulates in the liver, binding to sinusoidal endothelial cells and activating T cells, in which, along with cytokine and chemokine production, recruits inflammatory cells.^4^^,^^5^ This exacerbates hepatic inflammatory response and damage. 

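Leukocyte genes were compared between KO ConA and WT ConA livers with 4 fixed lists. The GOBP sets of Fig. 5A, B were not used here. The leukocyte migration genes were higher in KO for 30 of 36 tested genes (mean log2 fold change 0.46, camera adjusted p 3.15e-05), and 3 of the 4 KO ConA mice lay above every WT ConA mouse (exact permutation p 0.0571, adjusted 0.121). Their called gene over all genes was Ccl21a (log2 fold change 1.20, adjusted p 0.0497), and 8 genes were called when adjusted over the list alone. The transcript of Ccl21a shares all but 28.4% of its 50-base stretches with other genes. Ccl21a was already higher before ConA, with 5.10 to 10.1 TPM in KO saline and 0.70 to 1.90 TPM in WT saline livers. The neutrophil markers were higher for 16 of 17 genes (0.37, 0.0057), with an exact p of 0.143 for the means per mouse. Without WT ConA replicate 2 their adjusted p was 0.0786. The T cell genes were few at these levels. Only 9 of the 29 listed in the tables passed the filter on TPM, all 9 were higher in KO with a mean of 0.28, and the adjusted p of 0.0541 was not past the threshold. It ran from 0.0119 (without KO ConA replicate 4) to 0.307 (without WT ConA replicate 4) when 1 library was left out. Cd4 did not exceed 0.27 TPM in any library and was not tested. Cd8b1 had a log2 fold change of 0.44 (adjusted p 0.289), and the groups overlapped. The Kupffer cell markers did not differ (7 of 13 genes higher, adjusted p 0.778). By the interaction these lists did not pass: leukocyte migration genes (camera adjusted p 0.0780), neutrophil markers (0.0714), T cell genes (0.747) and Kupffer cell markers (0.0780). With WT saline replicates 2 and 3 averaged all but the T cell genes passed (0.0351, 0.0490 and 0.0302).

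**Figure D5:**
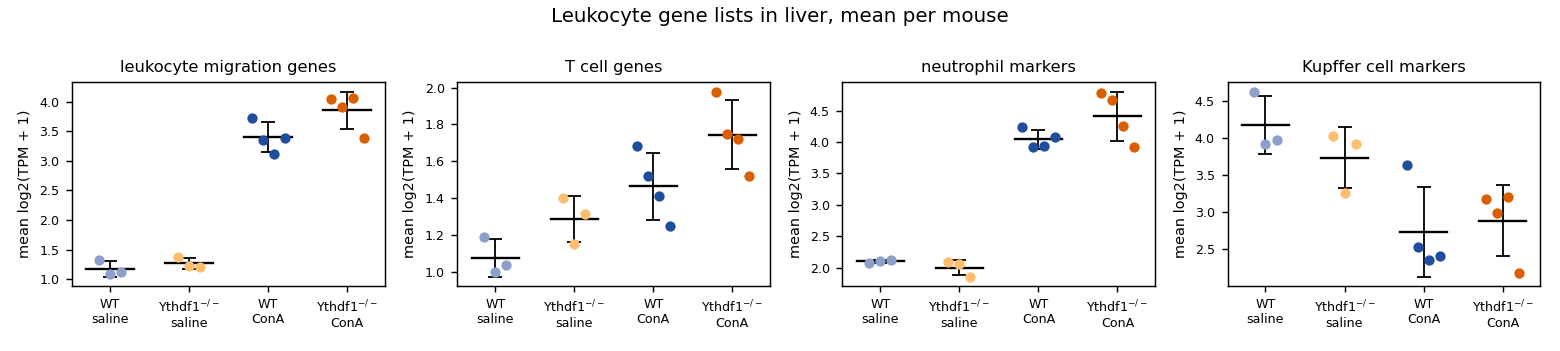
Mean log2(TPM + 1) of 4 leukocyte gene lists in each of the 14 livers (points), with the mean and SD of each group (black). For the leukocyte migration genes and the T cell genes, 3 KO ConA livers lie above every WT ConA liver.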

Analyzing RNA-seq data using GSEA enrichment of GOBP pathways revealed over-activation of pathways related to migration, chemotaxis, cell adhesion, differentiation, and proliferation of leukocytes, particularly T cells, in ConA-treated *Ythdf1*^−/−^ mice compared to WT mice (Fig. 5A. B). KEGG pathway analysis of differentially expressed genes between *Ythdf1*^−/−^ mice and WT mice indicated enrichment in IL-17 signaling, Th1/Th2 cell differentiation, and Th17 cell differentiation (Fig. 5C), suggesting that YTHDF1 deficiency affects the T cell function in ConA-induced hepatitis. 

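The KEGG sets were not used here. In the fixed lists, the IL-17 signaling genes were higher in KO ConA than in WT ConA livers for 22 of 27 tested genes, with a mean log2 fold change of 0.53 (adjusted p 1.47e-05 with camera, 0.0454 with fry, 0.288 with an estimated correlation). All 4 KO mice lay above all 4 WT mice (exact permutation p 0.0286, adjusted 0.0905). The list shares 11 genes with the NF-kB target genes and 11 with the inflammatory mediators, so these are not separate results. The T helper differentiation genes were higher for 22 of 31 genes (mean 0.19), with an adjusted p of 0.0815. They passed with a filter at TPM of 5 or more (0.0131), with no filter on TPM (0.0091) and after rescaling (0.0316). The circadian genes, for the circadian set shown in Fig. 5C, did not shift in a shared direction (mean -0.05, 7 of 15 genes higher, adjusted p 0.369). Adjusted over the list alone, 5 of them were called. Those with the smallest p moved both ways, Bhlhe40 (log2 fold change 0.96) and Nfil3 (0.63) up and Dbp (-1.15) down. A test for a shared direction therefore does not decide whether changed genes are enriched in the list.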

Immunohistochemical staining with anti-CD4 antibody confirmed significantly higher CD4^+^ cell numbers in the ConA-treated *Ythdf1*^*−/−*^ mice livers than in WT mice (Fig. 5D, E). Taken together, these results imply that YTHDF1 deficiency could increase the infiltration and activation of inflammatory cells, especially CD4^+^ T cells, after intravenous injection of ConA.

**Figure 5:**
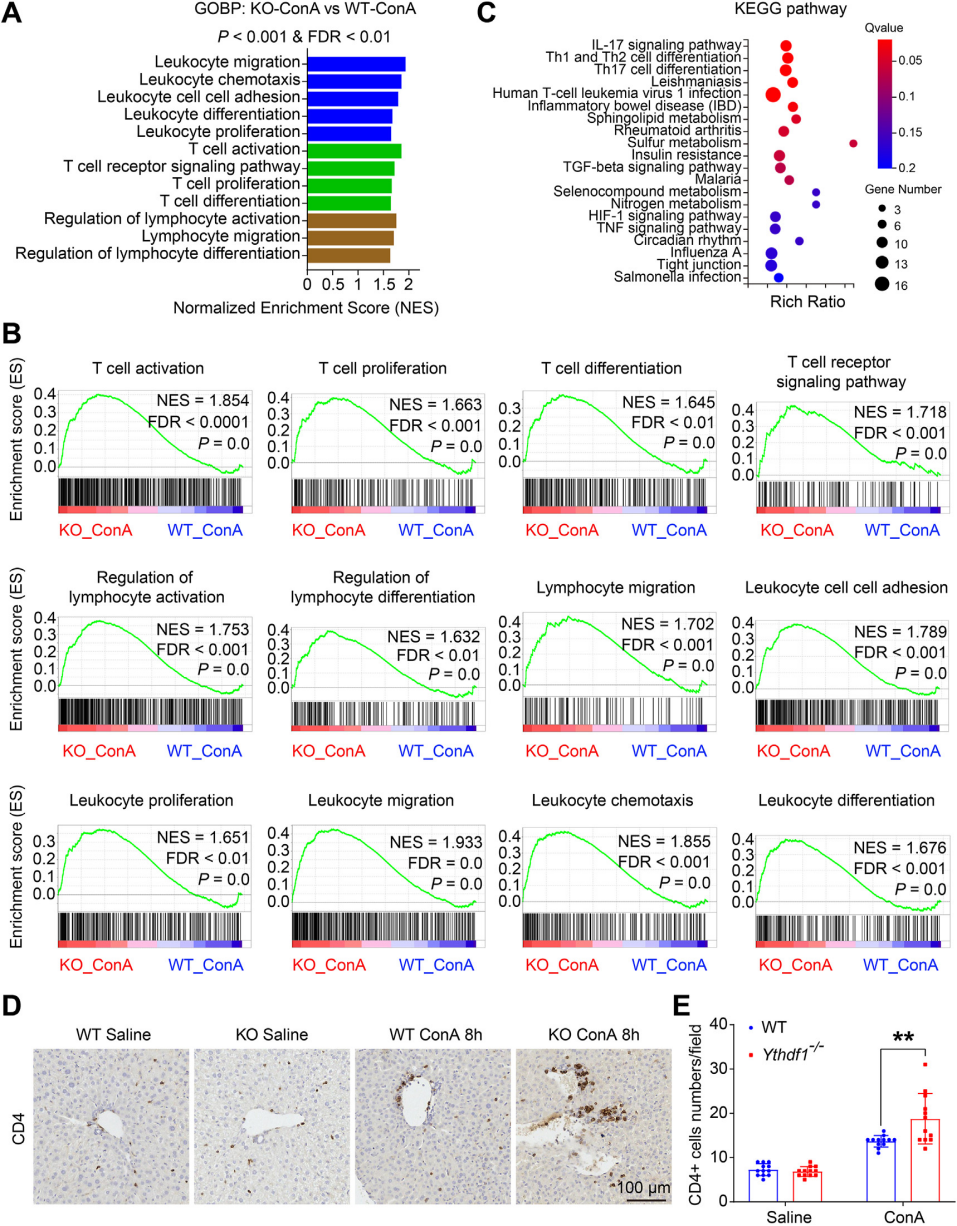
Hepatic infiltrative inflammatory cells are over-activated in YTHDF1-deficient mice during the ConA challenge. **(A, B)** RNA extracted from liver tissues of *Ythdf1*^−/−^ (KO) and WT male mice post ConA (8 mg/kg) treatment for 8 h were conducted for RNA-Seq analysis. GSEA analysis of RNA-Seq data by enriching GOBP gene sets indicated that hepatic infiltrative leukocyte, lymphocyte, and T cell were over-activated in *Ythdf1*^−/−^ mice after ConA challenge compared with WT counterpart (A), and the enrichment plots were showed (B). **(C)** KEGG enrichment for hepatic differential genes between *Ythdf1*^−/−^ and WT mice post ConA treatment. **(D, E)** Immunostaining of liver sections with CD4 antibodies (D), followed by statistical analysis of CD4^+^ cells per image, *n* = 12 per group (E). Scale bar = 100 μm. Data are presented as mean ± SD; ∗∗*p <* 0.01. GOBP, gene ontology biological process. NES, normalized enrichment score. FRD, false discovery rate. KEGG, Kyoto Encyclopedia of genes and genomes. KO, *Ythdf1*^*−/−*^.

### YTHDF1 in hematopoietic cells is necessary for the suppression of the inflammatory response

While YTHDF1 in hepatocytes was redundant during T cell-mediated hepatitis, and *Ythdf1*^−/−^ mice exhibited heightened hepatic infiltration and immune cell activation, accompanied by an exacerbated inflammatory response, we investigated YTHDF1's role in hematopoietic cells using chimeric mice. We performed adoptive transfer of WT or *Ythdf1*^−/−^ bone marrow into lethally irradiated *Ythdf1*^−/−^ recipient mice (Fig. 6A). Four weeks post-transplantation, we confirmed transplantation efficiency (Fig. S4A, B), and ConA was administered to both chimeric strains for 8 h, followed by serum and liver sample collection. Remarkably, *Ythdf1*^−/−^ mice with WT bone marrow showed reduced liver injury, lower serum ALT levels, and decreased hepatic necrosis compared to those transplanted with *Ythdf1*^−/−^ bone marrow (Fig. 6B–E, F). Importantly, the replacement of WT bone marrow in *Ythdf1*^−/−^ mice significantly rescued serum inflammatory mediator levels (IL-6 and CXCL1) (Fig. 6C, D), indicating that YTHDF1 in hematopoietic cells is crucial for suppressing ConA-induced inflammatory cytokine and chemokine release. In parallel experiments, we observed suppressed phosphorylation levels of STAT3 and ERK in *Ythdf1*^−/−^ mice with bone marrow transplanted into WT counterparts (Fig. S4C, E). Conversely, adoptive transfer of WT or *Ythdf1*^−/−^ bone marrow into lethally irradiated WT recipient mice (Fig. 6G) revealed that WT mice receiving *Ythdf1*^−/−^ bone marrow were more susceptible to ConA-induced liver injury and inflammatory response, as evidenced by elevated serum levels of ALT, IL-6, and CXCL1, enhanced hepatic necrosis, and high levels of hepatic p-ERK and p-IκBα (Fig. 6H–L; Fig. S4D, F). These findings confirm that YTHDF1 in hematopoietic cells acts as a suppressor for the inflammatory response during ConA-induced hepatitis.

**Figure 6:**
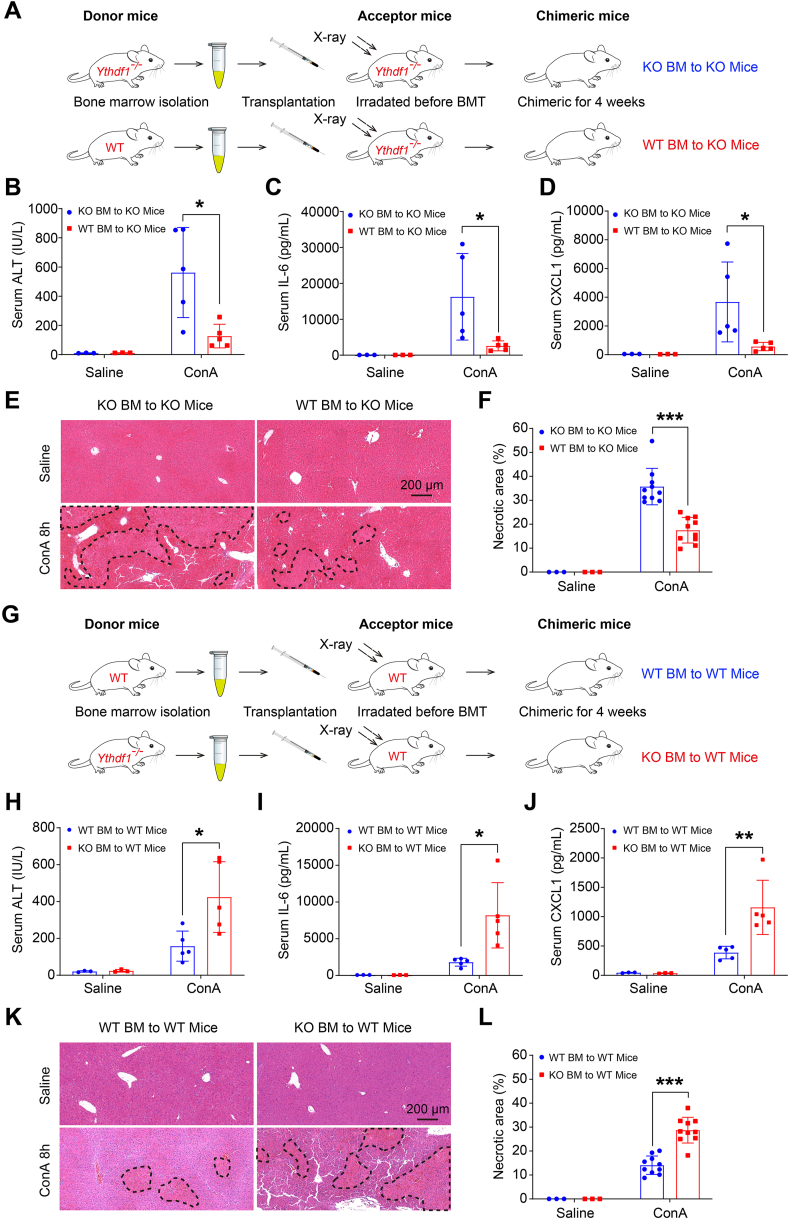
YTHDF1 in hematopoietic cells is necessary for the suppression of inflammatory response. **(A**–**F)** Eight weeks old male *Ythdf1*^−/−^ mice (KO) were irradiated with 8 Gy X-rays, and 6 h later, bone marrow cells (BM) from male donor *Ythdf1*^−/−^ or WT mice were transplanted into the irradiated mice with an intravenous injection at a number of 200E4 cells per mouse (A). Four weeks after transplantation, mice were intravenously injected with ConA (8 mg/kg) or saline for 8 h, *n* = 3–5 per group. Serum samples were measured for ALT (B), IL-6 (C), and CXCL1 (D) levels. Liver sections were analyzed by H&E staining (E) and the necrotic area was counted for statistical analysis (F). **(G**–**L)** Eight weeks old male WT mice were irradiated with 8 Gy X-rays, and 6 h later, bone marrow cells from male donor *Ythdf1*^−/−^ or WT mice were transplanted into the irradiated mice with an intravenous injection at a number of 200E4 cells per mouse (G). Four weeks after transplantation, mice were intravenously injected with ConA (8 mg/kg) or saline for 8 h, *n* = 3–5 per group. Serum samples were measured for ALT (H), IL-6 (I), and CXCL1 (J) levels. Liver sections were analyzed by H&E staining (K) and the necrotic area was counted for statistical analysis (L). Data are presented as mean ± SD; ∗*p <* 0.05, ∗∗*p <* 0.01, ∗∗∗*p <* 0.001. BMT, bone marrow transplantation. KO, *Ythdf1*^*−/−*^.

### YTHDF1 deletion in macrophages aggravates LPS-induced inflammation

Indeed, unlike the liver in ConA-induced hepatitis, the LPS challenge increased both YTHDF1 protein and mRNA levels in PM (Fig. 7A, B), indicating YTHDF1's potential role as an inflammatory regulator. Therefore, we hypothesized that YTHDF1 deletion in macrophages would enhance inflammatory responses, mirroring aggravated ConA-induced hepatitis in *Ythdf1*^−/−^ mice and bone marrow chimeric mice. As expected, knockout of YTHDF1 in macrophages enhanced the inflammatory response induced by LPS, as demonstrated by over-activated inflammation-related pathways (including TNF-α signaling via NF-κB pathway, inflammatory response pathway, IL-6/JAK/STAT3 signaling pathway, IFN-α response pathway, and IFN-γ response pathway) in LPS-treated *Ythdf1*^−/−^ macrophages compared with WT counterparts, which were assessed through GSEA enrichment of hallmark gene sets (Fig. 7C). RT-qPCR analysis revealed significantly elevated mRNA levels of inflammatory mediators (CXCL1, IL-1β, TNF-α, and CXCL10) in YTHDF1-knockout cells under LPS challenge (Fig. 7D). The volcano plot analysis highlighted the increased expression of inflammatory mediators (CXCL1, CXCL2, IL-1α, IL-1β, and IL-6) in LPS-treated *Ythdf1*^−/−^ PM (Fig. 7E). Moreover, the *Ythdf1*^−/−^ mice were more susceptible to LPS-mediated sepsis *in vivo*, evidenced by increased CXCL1 mRNA expression in the lung (Fig. 7F).

**Figure 7:**
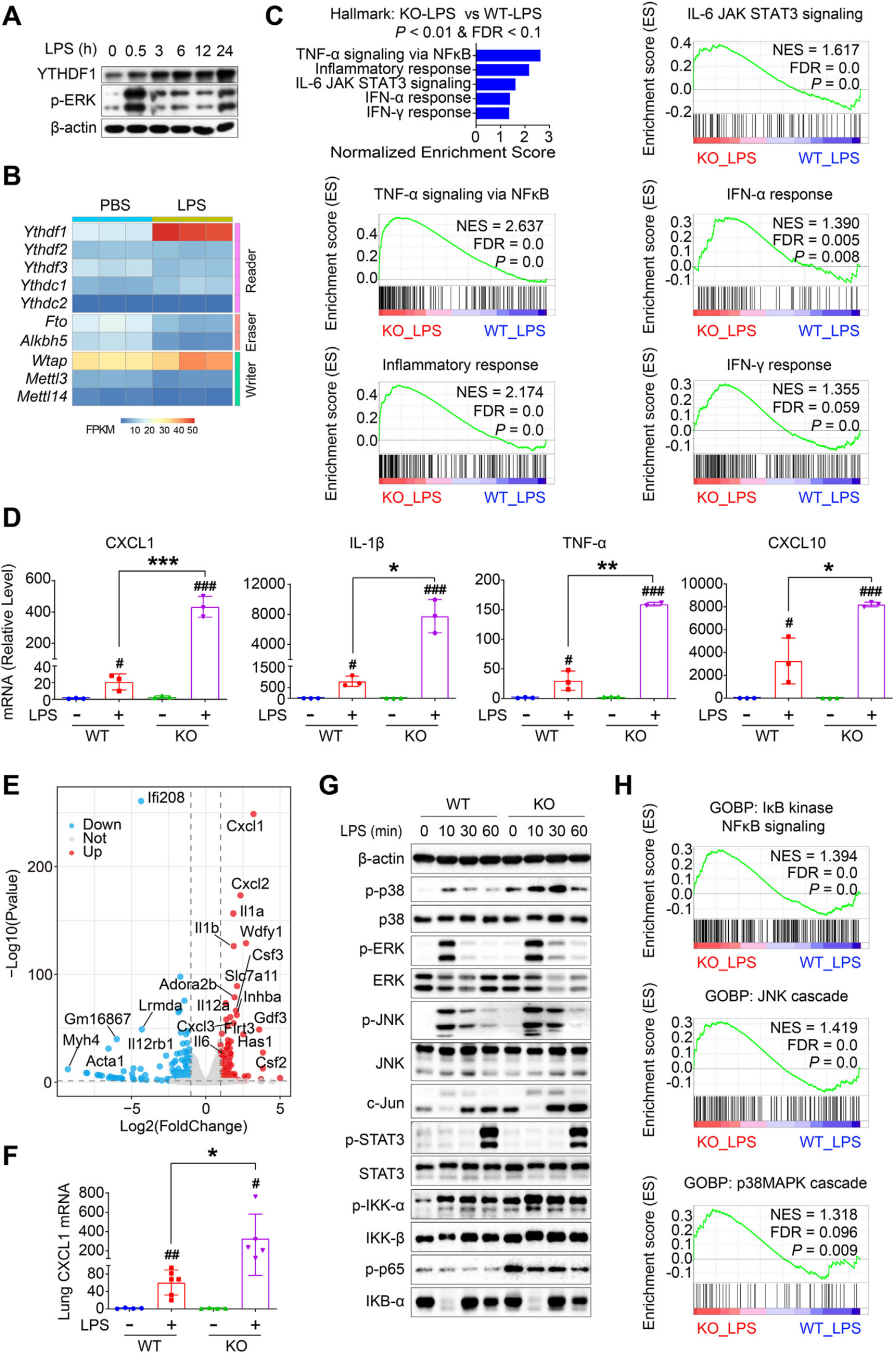
YTHDF1 deficiency in macrophages enhances LPS-induced inflammation. **(A)** Primary peritoneal macrophages (PM) extracted from WT male mice were stimulated with LPS (1 μg/mL) for indicated times, followed by immunoblotting with YTHDF1 and p-ERK antibodies. **(B)** PM from WT mice was stimulated with LPS (1 μg/mL) or vehicle for 6 h, followed by RNA-Seq analysis and heatmap analysis of the m^6^A family. *n* = 3 per group. **(C)***Ythdf1*^−/−^ (KO) or WT PM were stimulated with LPS (1 μg/mL) for 6 h, followed by RNA-Seq analysis and GSEA enrichment in hallmark gene sets, showing the differentially expressed gene sets. **(D)** RT-qPCR analysis of inflammatory factors including CXCL1, IL-1β, TNF-α, and CXCL10 in *Ythdf1*^−/−^ (KO) or WT PM challenged by LPS (1 μg/mL) or vehicle for 6 h *n* = 3 per group. **(E)** Volcano plot analysis showed the differentially expressed genes between *Ythdf1*^−/−^ (KO) and WT PM (KO versus WT) after LPS (1 μg/mL) stimulation for 6 h. **(F)** Eight-week-old male WT or *Ythdf1*^−/−^ (KO) mice were peritoneally injected with LPS (10 mg/kg) or vehicle for 6 h, followed by the collection of lung samples for RT-qPCR analysis of CXCL1. *n* = 4–6 per group. **(G)** The protein of PM post LPS challenge (1 μg/mL) for indicated times was immunoblotted with inflammatory pathway antibodies. **(H)** GSEA enrichment in GOBP gene sets showed that the NF-κB, JNK, and p38 MAPKs pathways were over-activated in LPS-treated *Ythdf1*^−/−^ (KO) PM compared with WT PM. Data are presented as mean ± SD; ∗*p <* 0.05, ∗∗*p <* 0.01, ∗∗∗*p <* 0.001, compared with two indicated groups; ^#^*p <* 0.05, ^##^*p <* 0.01, ^###^*p <* 0.001, compared with WT vehicle group. PM, peritoneal macrophages. NES, normalized enrichment score. FRD, false discovery rate. MAPKs, mitogen-activated protein kinases. GOBP, gene ontology biological process. KO, *Ythdf1*^*−/−*^.

To examine the underlying mechanism by which YTHDF1 deficiency promotes inflammation in macrophages, we then checked the activation of mitogen-activated protein kinases (MAPKs), NF-κB, and STAT3 signal pathways. The immunoblot analysis of signal pathways indicated that *Ythdf1*^−/−^ macrophages had higher phosphorylation status of p38, IKK-α, and p65 than WT counterparts both in basal level and early stage of LPS treatment (Fig. 7G), suggesting that YTHDF1 deficiency rendered myeloid cells more sensitive to inflammatory stimulation. Additionally, GSEA enrichment indicated that the NF-κB, JNK, and p38 MAPK pathways were over-activated in LPS-treated *Ythdf1*^−/−^ PM compared with WT PM (Fig. 7H). Collectively, YTHDF1 deficiency in macrophages exacerbated LPS-induced inflammation, highlighting YTHDF1's role in suppressing the inflammatory response in myeloid cells.

## Discussion

In recent studies, m^6^A modification and its regulators have emerged as potential contributors to the pathogenesis of inflammatory diseases and autoimmune disorders.^11^^,^^13^^,^^14^^,^^19^^,^^20^ Based on our findings, we proposed a model in which YTHDF1 shapes immune-mediated hepatitis via regulating inflammatory cell recruitment and response (Fig. 8). Initially, we investigated the protein expression of m^6^A readers, YTHDF1, YTHDF2, and YTHDF3, during the early stage of ConA-induced hepatitis and found that they were dramatically decreased in the liver. Notably, the deficiency of YTHDF1, but not YTHDF3, exacerbated hepatic injury, marked by heightened cytokine production and inflammatory cell infiltration during ConA-induced hepatitis. Surprisingly, hepatic-specific knockout or overexpression of YTHDF1 showed no significant impact on hepatic injury and cytokine release, suggesting a redundant role of YTHDF1 in hepatocytes during ConA-induced hepatitis. Instead, our findings highlighted the crucial role of YTHDF1 in hematopoietic cells, particularly in suppressing T cell-mediated liver injury and ConA-induced cytokine storms. Moreover, the absence of YTHDF1 in macrophages intensified LPS-induced inflammation, emphasizing its necessity in immune cells for regulating the inflammatory response. These results collectively suggest the immunomodulatory and anti-inflammatory role of YTHDF1 in T cell-mediated hepatitis.

**Figure 8:**
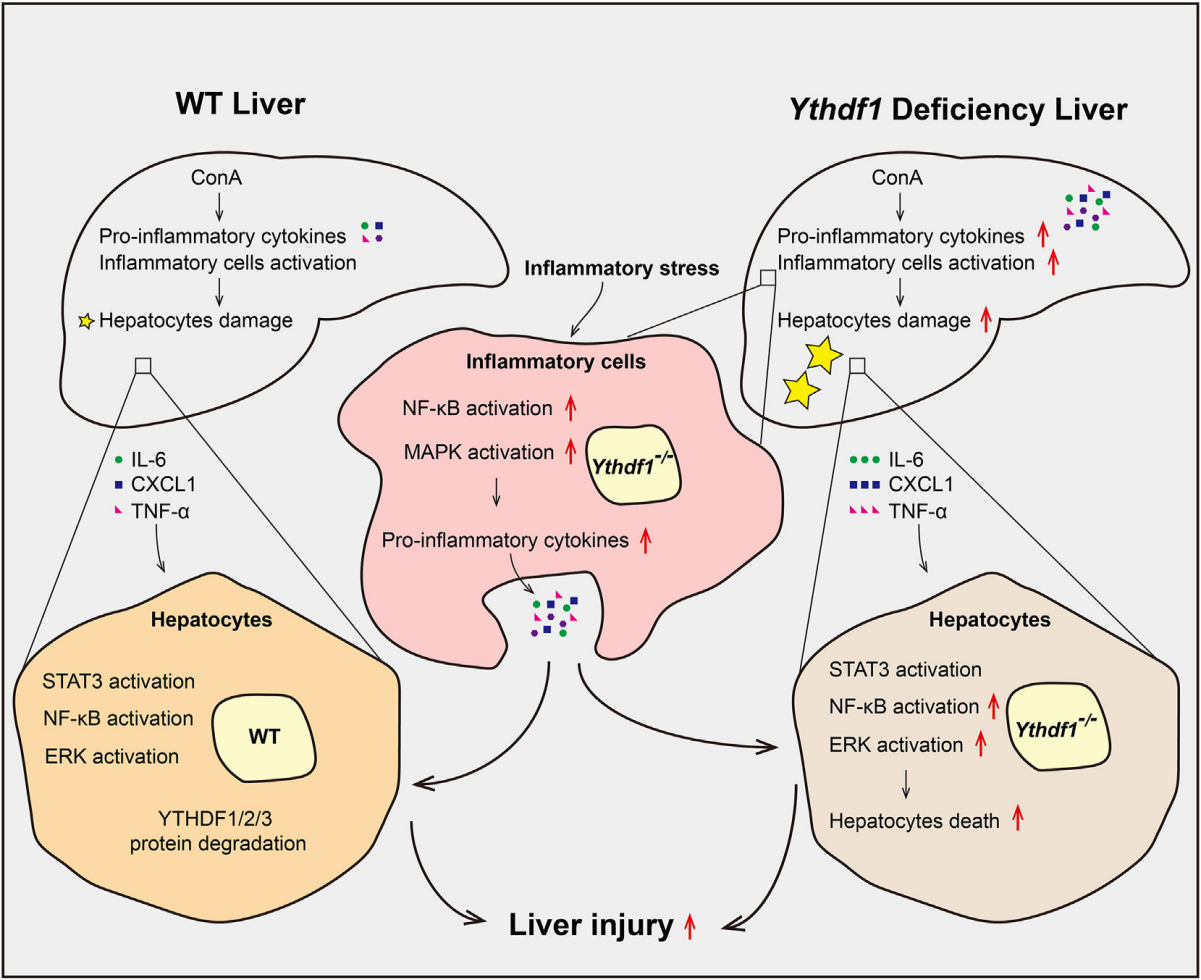
Schematic summary for the mechanism by which YTHDF1 shapes immune-mediated hepatitis via regulating inflammatory cell recruitment and response.

Autoimmune hepatitis (AIH), characterized by an unclear etiology, is diagnosed using traditional biomarkers such as elevated serum aminotransferases (ALT and AST), IgG levels, and autoantibodies.^30^ Although novel noninvasive peripheral candidate biomarkers in autoimmune hepatitis have been recently described,^30^ histological evidence of liver biopsy is specific for identifying active disease and the state of histologic remission.^31^ Here, our study proposes m^6^A readers, including YTHDF1, YTHDF2, and YTHDF3, as potential diagnostic markers for AIH in humans. The rapid decrease and turnover of these proteins during ConA-induced hepatitis may serve as indicative markers of active disease and histologic remission in AIH. Additionally, the association of YTHDF1 overexpression with poor prognosis in hepatocellular carcinoma suggests its potential as a prognostic biomarker.^32^, ^33^, ^34^ However, further studies are required to understand their regulation in T cell-mediated hepatitis.

As an m^6^A reader, YTHDF1 plays a crucial role in inflammation, immunity, and tumorigenesis. YTHDF1 deficiency in mice has been linked to increase the antigen-specific CD8^+^ T cell antitumor responses,^35^ and the susceptibility for sepsis.^18^ Our study further supports the critical role of YTHDF1 in suppressing inflammation during T cell-mediated hepatitis. Despite a dramatic decrease in hepatic YTHDF1 protein during ConA-induced hepatitis, specific over-expression, or knockout in hepatocytes may not affect hepatic damage or cytokine release, implying redundancy. Instead, YTHDF1 deficiency sensitized inflammatory cells to ConA stimulation, leading to the exacerbated cytokine production, an aggravated hepatic inflammatory response, and increased hepatocyte cell death. These results indirectly suggest that YTHDF1 in hematopoietic cells may be necessary for T cell-mediated hepatitis.

Proinflammatory cytokines released from activated T cells and macrophages, including TNF-α, IFN-γ, IL-6, and CXCL1, are critical in ConA-induced hepatitis.^5^^,^^36^^,^^37^ In our findings, *Ythdf1*^−/−^ mice exhibited higher serum levels of these cytokines upon ConA challenge, indicating that YTHDF1 deficiency sensitizes inflammatory cells to ConA, intensifying cytokine production and exacerbating hepatic inflammation. Nuclear factor-kappa B (NF-κB) pathway and MAPKs pathway, including extracellular signal-regulated kinase, c-Jun NH2-terminal kinase (JNK), and p38 MAPKs,^38^ which were activated by inflammatory cytokines, played essential roles in liver pathological and physiological processes,^29^^,^^39^ as well as the pathogenesis of AIH.^40^^,^^41^ The activation of NF-κB and MAPKs signaling after ConA treatment in *Ythdf1*^−/−^ mice further emphasizes the role of YTHDF1 in suppressing inflammatory responses.

In human autoimmune hepatitis, CD4^+^ T cells predominate in mononuclear infiltration.^2^ A recent report highlighted the close association of the YTH domain family with immune cell infiltration, encompassing CD4^+^ T cells, CD8^+^ T cells, B cells, dendritic cells, macrophages, and neutrophils in hepatocellular carcinoma.^42^ Furthermore, studies have affirmed that dynamic m^6^A methylation in T lymphocytes, macrophages, and dendritic cells influences the immune response and antitumor immunity in liver disease.^43^ Our findings in a mouse model of immune hepatitis suggest that YTHDF1 plays a crucial role in suppressing inflammatory cell invasion, particularly CD4^+^ lymphocytes. The overactivated pathways in *Ythdf1*^−/−^ mice indicated the YTHDF1's significant role in regulating migration, chemotaxis, cell adhesion, differentiation, and proliferation of inflammatory cells during the immune response.

A recent study demonstrated that myeloid-cell-specific knockout of METTL14 sensitized mice to bacterial infection, highlighting the hematopoietic origin of the hyper-inflammatory response.^18^ We speculated that the hypersensitivity observed in ConA-treated *Ythdf1*^−/−^ mice is due to defects in hematopoietic cells. Indeed, bone marrow transplantation analysis supported that YTHDF1 deficiency in hematopoietic cells is the origin of the hypersensitive response during ConA-induced hepatitis. However, further research using T cells conditional knockout of YTHDF1 is warranted for exploring its role in T cell-mediated hepatitis. Additionally, the heightened sensitivity of YTHDF1-deficient macrophages to LPS-induced inflammation aligns with previous findings on the YTH domain family's regulation of infectious responses in macrophages.^18^^,^^44^, ^45^, ^46^

## Conclusions

Our study suggests that YTHDF1 plays a critical role in immune-mediated hepatitis by regulating inflammatory cell recruitment and response. Deficiency of YTHDF1, particularly in hematopoietic cells, amplifies inflammatory mediator production, leading to heightened hepatic inflammatory cell infiltration and exacerbated hepatic inflammatory response, ultimately causing severe liver injury. Thus, YTHDF1 emerges as a potential therapeutic target for immune-mediated hepatitis.

## Ethics declaration

All animal experiments adhered to the guidelines outlined in National Institute of Health Guide for the Care and Use of Laboratory Animals and received approval from the Ethics Committee of Xiamen University, Fujian, China. Animal protocols were further approved by the Institutional Animal Care and Use Committee of Xiamen University and strictly followed the standard veterinary practice as defined by the Xiamen University Laboratory Animal Center.

## Author contributions

Conceptualization: Hao Li and Yongyou Zhang. Data curation: Hao Li, Kailun Yu, and Xiandan Zhang. Funding acquisition: Yongyou Zhang. Investigation: Hao Li and Kailun Yu. Methodology: Hao Li, Kailun Yu, Xiandan Zhang, Jiawen Li. Software: Hao Li, Xusheng Deng and Siyu Zeng. Supervision: Yongyou Zhang. Visualization: Xiaoning Dong and JunRu Zhao. Validation: Huilong Hu. Writing original draft: Hao Li. Writing-review and editing: Yongyou Zhang.

## Funding

This work was supported by grants from the 10.13039/501100001809National Natural Science Foundation of China (No. 81772539, 81972238), and the Fundamental Research Funds for the Central Universities of China-Xiamen University (No. 20720180048).

## Conflict of interests

Yongyou Zhang is an editorial board member for Genes & Diseases and was not involved in the editorial review or the decision to publish this article. All authors declare that there are no competing interests.

## Figures and Tables

**Fig. S1:**
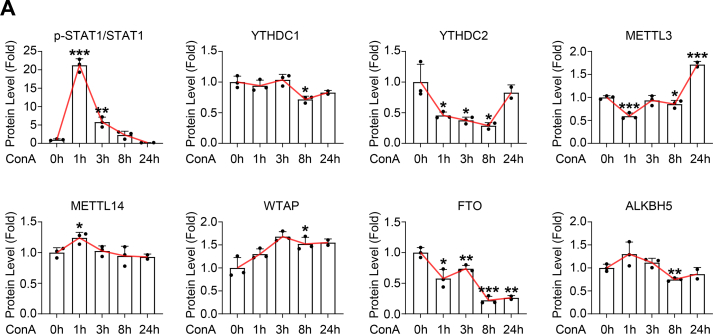
The changes of protein level in the m^6^A family during ConA-induced hepatitis. **(A)** Immunoblot analysis of liver tissues with m^6^A family and representative inflammatory pathway antibodies, followed by gray analysis using image J from Fig. 1A. Data are presented as mean ± SD; ∗*P <* 0.05, ∗∗*P <* 0.01, ∗∗∗*P <* 0.001 compared to the control group of WT ConA 0 h, based on two-side Student's *t*-test.

**Fig. S2:**
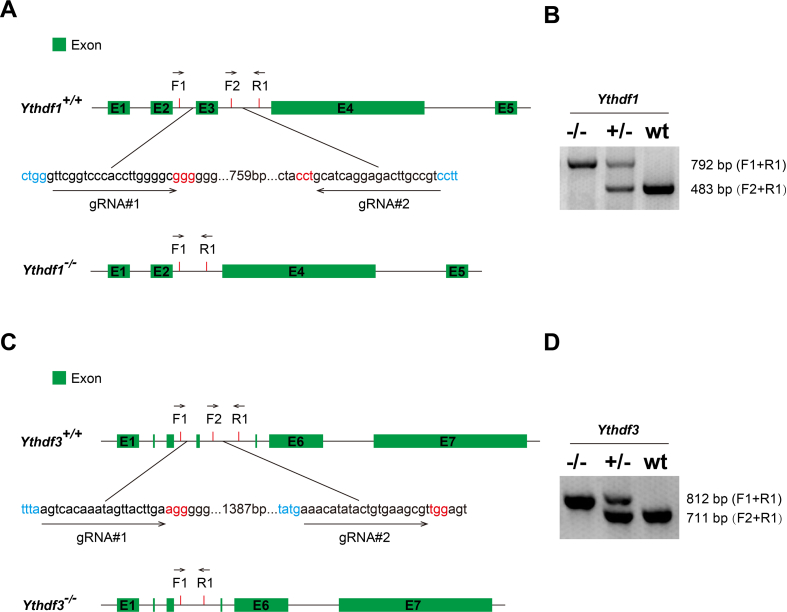
The schematic diagram for generating YTHDF1 and YTHDF3 deficiency mice. **(A)** Schematic image of targeting strategy for generating YTHDF1 deficiency mice based on CRISPR/Cas9 technology. **(B)** Genotype identification of tail in *Ythdf1*^*−/−*^, *Ythdf1*^*+/−*^, and wide type (wt, *Ythdf1*^*+/+*^) mouse. **(C)** Schematic image of targeting strategy for generating *Ythdf3* deficiency mice based on CRISPR/Cas9 technology. **(D)** Genotype identification of *Ythdf3*^*−/−*^, *Ythdf3*^*+/−*^, and wide type (wt, *Ythdf3*^*+/+*^) mouse. F1, forward primer 1. F2, forward primer 2. R1, reverse primer 1. gRNA, single guide RNA.

**Fig. S3:**
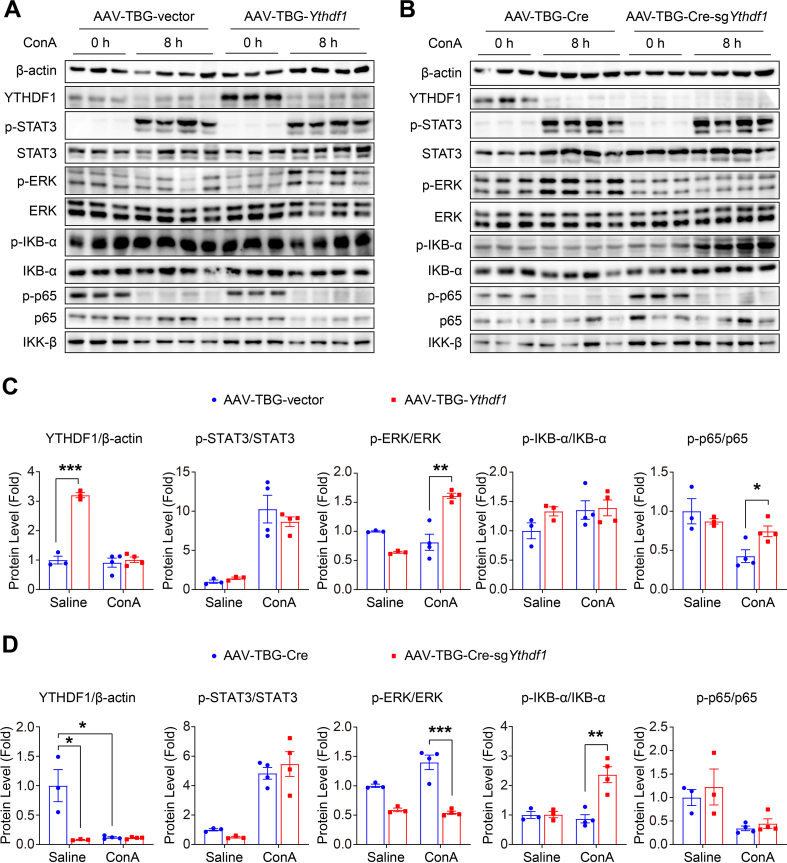
The hepatic alterations of signaling pathways during ConA challenge. Liver samples from Fig. 4 were analyzed by immunoblotting of inflammatory pathway **(A, B)**, followed by gray analysis **(C, D)**. Data are presented as mean ± SD; ∗*P <* 0.05, ∗∗*P <* 0.01, ∗∗∗*P* *<* 0.001.

**Fig. S4:**
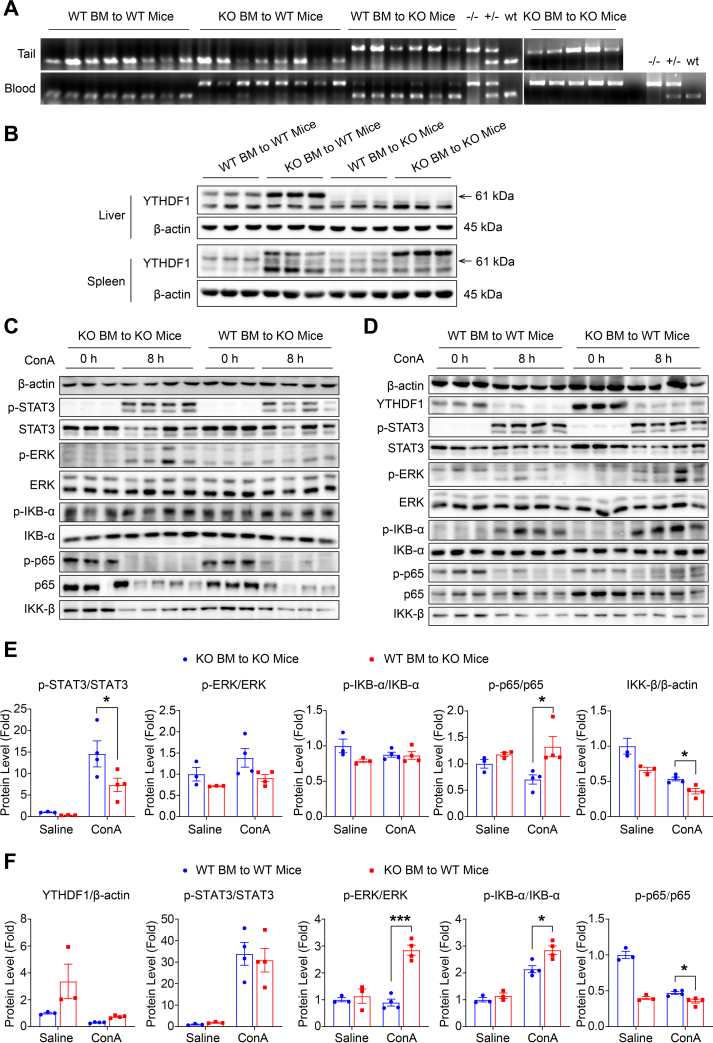
Identification of bone marrow transplantation in mice and the hepatic alterations of signaling pathways during ConA challenge in BMT mice. **(A)** Genotype identification of tail and blood samples in chimeric mice. **(B)** Western blotting of liver and spleen samples with YTHDF1 antibody in chimeric mice. The protein of liver samples from Fig. 6 was immunoblotted with inflammatory pathway antibodies **(C, D)**, followed by gray analysis **(E, F)**. Data are presented as mean ± SD; ∗*P <* 0.05, ∗∗*P <* 0.01, ∗∗∗*P <* 0.001. BM, bone marrow cells. KO, *Ythdf1*^*−/−*^. −/−, *Ythdf1*^*−/−*^. +/−, *Ythdf1*^*+/−*^.

How the deposited data were processed for this re-analysis (not part of the article)

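The files hold the expression values of 14 liver RNA-seq libraries, 1 per mouse: 3 WT saline, 3 KO saline, 4 WT ConA and 4 KO ConA mice, where KO stands for a mouse labelled *Ythdf1*-/-. Conditions and replicate numbers were taken from the sample labels and the paper. The authors sequenced single-end reads of 50 bases on a BGISEQ-500, mapped them with STAR to the mouse genome and counted genes with HTSeq. The deposited values are TPM. Each library sums to 1000000 over the same 17656 genes, with 2 decimals. The step from counts to TPM, the gene lengths, the genome build and the annotation are not stated, and the colour key of Fig. 1D names FPKM. The number of reads per library is not part of the files. A precision per gene from counting could therefore not be given, and the spread between mice was the only measure of error. 7 genes are listed at 0 in every library, and 17604 gene identifiers are found in the RefSeq table of the mouse genome.

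Differences were tested with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3 on log2(TPM + 1). A gene was tested when its TPM was 1 or more in at least as many libraries as the smaller group has, and it was called at a Benjamini-Hochberg adjusted p under 0.05. The comparisons were KO ConA against WT ConA, WT ConA against WT saline, KO saline against WT saline and KO ConA against KO saline, each with the libraries of its groups, and the interaction of genotype and ConA with all 14 libraries. Log2 fold changes are differences of the group means of log2(TPM + 1). The comparisons, the tests, the gene lists and the rule for naming genes were fixed before the data were examined. Named are the 10 m6A regulators of Fig. 1D, 12 genes of mediators and signaling proteins that the study measured, the genes with the largest rise and fall among the called genes whose groups do not overlap (5 each way in KO ConA against WT ConA, 3 each way in the other comparisons), the 3 genes of each list with the smallest p in KO ConA against WT ConA, and sex-linked genes. Of these, 3 genes are not reported here by name. Other genes named in the closing section were chosen after their values were seen.

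The 19 lists were written by hand for the pathways that the paper names and for liver cell types: NF-kB target genes, IL-6 STAT3 genes, interferon gamma genes, IL-2 STAT5 genes, inflammatory mediators, EMT and matrix genes, ERK response genes, IKK NF-kB activators, leukocyte migration genes, T cell genes, IL-17 signaling genes, T helper differentiation genes, oxidative phosphorylation genes, xenobiotic metabolism genes, bile acid metabolism genes, acute-phase genes, neutrophil markers, Kupffer cell markers and circadian genes. They were tested with camera (inter-gene correlation 0.01, p adjusted over the 19 lists), and with camera under an estimated correlation and fry as alternatives. The mean log2(TPM + 1) per mouse was compared with an exact two-sided permutation test. With 4 mice against 4 its smallest p is 0.0286, and with 3 against 3 it is 0.100. The mouse Reactome sets that come with fgsea 1.28.0 were tested with camera where they had 10 to 500 tested genes. The hallmark, GOBP and KEGG sets and the LPS-treated macrophages of the study were not analysed here.

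The alternatives were a pseudocount of 0.1, a filter at TPM of 5 and no filter, TPM rescaled per library by its median ratio to the geometric mean, all 14 libraries in the fit, a robust eBayes, a log2 fold change of at least 1, a replicate block, and each library left out in turn. A correction of each library for GC content and transcript length, and the average of WT saline replicates 2 and 3, were added after the data were seen. GC content and length came from GENCODE vM21 transcripts for 94.7% of genes. The whole procedure was tested on simulated data with known changes. Of the changed genes, 82.7% were called with 4 mice against 4, 86.7% with 3 against 3 and 83.9% with 4 against 3. The calls also held 8, 10 and 15 unchanged genes. Data without any change, simulated 1 time for KO ConA against WT ConA with the same spread for every gene, gave 0 calls. The simulated noise was independent between genes, so it lacks deviations that many genes of 1 library share. Other splits of the real ConA mice gave up to 70 called genes, so that 0 does not extend to these livers. The changed genes were raised or lowered by a log2 fold change of 1 or 2. Those raised by 2 had a median fitted value of 1.95 to 2.05. The shares of changed genes called do not extend to changes smaller than 1. The share of 50-base stretches found in no other gene was computed for the longest coding transcript of each named gene. Checks and figures used Python 3.11.15 with pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9.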

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

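The tests of the near-identical pair, of transcript length and of the background were chosen after the results were seen, while the counts of splits and the fits without 1 library were chosen before. In addition, 3 checks were revised after their first output was seen. Dixon's test was restricted to genes past the filter on TPM after it had picked Ddx3y at 0.02 TPM, the test of replicates 3 was moved from GC content to transcript length, and the test of another cell type was turned from lower to higher values of replicates 3. The outcomes of these 3 are descriptions and not tests set in advance.

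Of 230 values tested in the 2 groups of 4 mice (named genes past the filter on TPM and list means), 22 had 1 mouse far from the other 3 by Dixon's ratio, where about 11.5 are expected by chance. WT ConA replicate 3 was that mouse for 7, with these ratios: Ddx3x (0.9333), Eif2s3x (0.8556), Myc (0.8626), Ythdf2 (0.8676), ERK response genes (0.9743), IKK NF-kB activators (0.8752), circadian genes (0.8695). WT ConA replicate 4 was for 5: Cyp2c54 (0.9036), Dbp (0.9169), Rela (0.8498), Serpina3c (0.9213), Slco1a1 (0.8998). The rest were spread over WT ConA replicate 1 (Fyn (0.8810), Saa2 (0.9046), Kupffer cell markers (0.8636)), KO ConA replicate 1 (Atp5j (0.9172)), KO ConA replicate 2 (Ikbke (0.9400)), KO ConA replicate 3 (Cxcl5 (0.8602), Eif2s3x (0.9436), Ythdc1 (0.9317)) and KO ConA replicate 4 (Irak2 (0.8562), Vcam1 (0.8828)).

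WT ConA replicate 3 was the lowest of its group for all 7 of its values. Its deviation from the other WT ConA mice followed the genes' GC content and transcript length across 7074 genes (Spearman's rho 0.65 and -0.48, genes not being independent replicates). In KO ConA replicate 3 the values were 0.35 and -0.49. In the other 12 libraries rho with length lay between -0.19 and 0.28, and rho with GC content lay between -0.35 and 0.17. The smaller of the length relations of replicates 3, -0.478, is consistent with a technical difference of these 2 libraries in how transcripts of different length were captured, such as RNA quality, and a difference between the mice stays open. The test on GC content, which came first, would not have set the pair apart, since the smaller of its 2 values (0.353) was close in size to that of WT ConA replicate 4 (-0.348) and of WT saline replicate 3 (-0.347). RNA of another cell type is not favoured. Of 8 combinations of a group and a blood or immune cell list (T cell genes, neutrophil markers, Kupffer cell markers, leukocyte migration genes), replicate 3 was higher than the mean of the others in 2, where added cells would raise them together. In its first form the test asked where replicate 3 was lower by more than the SD of the others, which held for 1 of the 8 and decided nothing. The labels give no batch. After a correction for GC content and length, 13 lists passed in KO ConA against WT ConA, against 11 without it. The oxidative phosphorylation genes no longer passed (camera adjusted p 0.205), so that trend may contribute to their result. The other lists that passed before the correction still did. Splits of the ConA mice often give 11 or more lists, so the number itself does not decide what the list results reflect.

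Of the 5 values of WT ConA replicate 4, that of Serpina3c belongs to a gene that also parts the saline groups, and this library is weighed among the other observations. Without it, 11 lists passed in KO ConA against WT ConA, the same number, while the count of called genes fell from 45 to 8. Splits of the ConA mice often give 11 or more lists, so that number decides nothing about this library. The count of genes fell as well without each other ConA mouse except WT ConA replicate 1.

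The response to ConA differed between the genotypes for 541 of 11327 genes by the interaction term. In 100 splits of the libraries within treatment, 1 gave as many genes, the real one, and the largest other count was 23. The count was 28 with WT saline replicates 2 and 3 averaged, 23 without WT saline replicate 3, 35 without KO saline replicate 1, 58 without KO saline replicate 2 and 82 without KO ConA replicate 4. With the pair averaged 2120 genes had an unadjusted p under 0.05. Among named genes past the threshold the interaction was positive, as a log2 fold change, for Serpina3c (5.1181), Egr1 (4.3358), Ctse (3.5089), Fos (2.8485), Ccn1 (2.4114), Id1 (2.3673), Acot3 (2.3569), Serpina3m (2.2202), Mid1 (2.2138), Actg1 (2.1276), Il1rn (2.0054), Olr1 (1.9595), Cyp7a1 (1.5855), Hbegf (1.5485), Saa1 (1.5446), Dusp5 (1.5139), H2-Ab1 (1.3023), Irak2 (1.1562), Saa2 (1.1171), Egr2 (1.1061), Sele (1.0099), Bcl2l1 (0.9870), Atp5b (0.9490), Myc (0.9409), Stat3 (0.8879). It was negative for D17H6S56E-5 (-2.6431), Ptgds (-2.4915), Cebpe (-2.3887), Papss1 (-1.8748), Inmt (-1.5512), Gstp1 (-1.2026), Ndufa8 (-0.9982), Ikbke (-0.9320), Atp5j (-0.7127). Of these, Serpina3c, Ctse, Egr1, Cebpe, Ptgds and D17H6S56E-5 are also among the 41 genes far apart between the saline groups, so that a difference of background may contribute to them. WT ConA replicate 4 was the most like WT saline at 30 of those 41, which is weighed among the other observations.

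Of the gene lists, 8 passed by the interaction term: IL-6 STAT3 genes (mean 0.68, adjusted p 0.0047), inflammatory mediators (mean 0.64, adjusted p 0.0029), ERK response genes (mean 1.03, adjusted p 2.82e-07), IL-17 signaling genes (mean 0.64, adjusted p 0.0029), T helper differentiation genes (mean 0.40, adjusted p 0.0295), oxidative phosphorylation genes (mean -0.29, adjusted p 4.33e-08), bile acid metabolism genes (mean 0.29, adjusted p 0.0339), acute-phase genes (mean 0.50, adjusted p 0.0029). Other splits often gave as many lists: 48 of 100 had 8 or more, so the number of lists by itself is no evidence of a difference. Without KO ConA replicate 3 the number was 2, and without WT ConA replicate 1 or KO ConA replicate 4 it was 13.

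The paper does not report a comparison of the saline groups. KO saline against WT saline gave 2009 genes. Of the 10 splits of these 6 mice 1, the real one, gave as many, and with 10 splits the share cannot fall under 0.1. For the gene lists, 3 of the 10 splits gave 7 or more. The near-identical WT saline replicates 2 and 3 narrow the spread of their group, and counted as 1 mouse they left 55 genes, 54 without replicate 3 and 57 without replicate 2. Without KO saline replicate 1 the count was 288. Correcting for GC content and length left 899 genes, which is consistent with part of the count following these properties (Spearman's rho of the group difference across genes 0.35 with GC content and -0.31 with length). The excess of lower calls (32.8% higher) may come from a few abundant genes taking a larger share of the TPM, since rescaled libraries gave 49.1% higher. A difference by genotype stays open for the genes that remain, as does a difference of background.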

How the results depend on the processing

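The GC and length correction and the average of the WT saline pair were chosen after the results were seen, and the other alternatives before. WT ConA against WT saline and KO ConA against KO saline stayed within 1.5 times of their counts (5704 and 7099 genes) under every alternative except a log2 fold change of at least 1 (2607 and 3453 genes). The robust eBayes and the pseudocount of 0.1 left every count within 1.5 times and each list in KO ConA against WT ConA on its side of the threshold. KO ConA against WT ConA, KO saline against WT saline and the interaction moved far more. Against 45 genes KO ConA against WT ConA gave 25 on rescaled TPM, 3 with no filter on TPM, 640 with all 14 libraries in the fit, and 5 to 64 across the 8 fits that each left out 1 mouse. Of the 640 genes, 44 were among the 45. The rescaled calls shared 17 genes with the 45 and 12 of the 25 were higher in KO, against 36 of the 45. More libraries give the fit more degrees of freedom, and no filter means 17155 genes tested in place of 10519. The other causes were not tested. KO saline against WT saline (2009 genes) gave 958 with no filter on TPM, 332 with all 14 libraries in the fit, 173 with a log2 fold change of at least 1 and 54 to 2743 across the 6 fits without 1 mouse. Its higher share of 32.8% became 49.1% on rescaled TPM, 60.2% with all 14 libraries, 55.2% after the GC and length correction and 56.4% with the WT saline pair averaged. The genotype by ConA interaction (541 genes) gave 345 with no filter on TPM, 260 with a log2 fold change of at least 1 and 23 to 768 across the 14 fits without 1 mouse.

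The alternatives chosen after seeing the data moved these further. After the GC and length correction KO ConA against WT ConA had 205 genes, 43 of them among the 45, KO saline against WT saline 899 and the genotype by ConA interaction 889. With WT saline replicates 2 and 3 averaged, KO saline against WT saline had 55 and the genotype by ConA interaction 28. After the GC and length correction the interferon gamma genes (adjusted p 0.0425), T cell genes (0.0084) and T helper differentiation genes (0.0335) passed, the oxidative phosphorylation genes (0.205) did not, and the Kupffer cell markers changed direction (0.987).

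With a replicate block, KO ConA against WT ConA gave 140 genes, the genotype by ConA interaction 131, the Reactome gene sets 37, and the T helper differentiation genes passed (0.0452). Whether the replicate numbers pair the mice is not stated. The deviations from the group mean were correlated at -0.02 (replicates 1), 0.13, 0.42 and 0.12 between the ConA groups. Between the saline groups the values were 0.35 (replicates 1), 0.23 and 0.004. These values do not decide on a pairing, so this block is given only as a change of the fit.

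The list results depend on how the correlation between genes is treated. With an estimated correlation 0 gene lists in KO ConA against WT ConA passed (of 11), 0 gene lists in KO saline against WT saline (of 7), 0 gene lists in the interaction (of 8) and 0 Reactome gene sets (of 56). The adjusted p of the lists that no longer passed was NF-kB target genes (0.356), IL-6 STAT3 genes (0.288), IL-2 STAT5 genes (0.321), inflammatory mediators (0.321), EMT and matrix genes (0.288), ERK response genes (0.288), leukocyte migration genes (0.464), IL-17 signaling genes (0.288), oxidative phosphorylation genes (0.477), xenobiotic metabolism genes (0.288), neutrophil markers (0.477). With fry 2 gene lists in KO ConA against WT ConA passed, and these did not: NF-kB target genes (0.104), IL-6 STAT3 genes (0.0572), IL-2 STAT5 genes (0.0911), inflammatory mediators (0.0911), EMT and matrix genes (0.0572), leukocyte migration genes (0.175), oxidative phosphorylation genes (0.309), xenobiotic metabolism genes (0.175), neutrophil markers (0.246). The Kupffer cell markers changed direction with fry (0.853) and with no filter on TPM (0.853). In KO saline against WT saline 9 lists passed with fry, and in the interaction 7. The estimated correlation also left 0 lists in WT ConA against WT saline (of 16), and 5 in KO ConA against KO saline (of 17). It missed lists under the large effect of ConA, so its 0 in the other comparisons does not show that a difference is missing.

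The filter on TPM decides several lists near the threshold. At TPM of 5 or more the T helper differentiation genes (0.0131) and interferon gamma genes (0.0496) passed, the Reactome gene sets fell to 22 and the gene lists in KO saline against WT saline to 4. With no filter on TPM the T cell genes (0.0021), T helper differentiation genes (0.0091) and bile acid metabolism genes (0.0432) passed, the gene lists in the interaction rose to 15 and the Reactome gene sets fell to 37. On rescaled TPM the T cell genes (0.0442) and T helper differentiation genes (0.0316) passed. The filters change how many genes of a list are tested, and no other cause was tested.

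Across the fits that each left out 1 mouse, the adjusted p ran from 4.07e-04 to 0.139 for the NF-kB target genes, 0.0119 to 0.307 for the T cell genes, 0.0413 to 0.148 for the T helper differentiation genes, 0.0537 to 0.926 for the acute-phase genes (direction changed without WT ConA replicate 1), 0.0121 to 0.163 for the bile acid metabolism genes, 0.0031 to 0.527 for the interferon gamma genes, 3.52e-06 to 0.0786 for the neutrophil markers, 3.12e-08 to 0.0797 for the oxidative phosphorylation genes and 0.0937 to 0.859 for the Kupffer cell markers (direction changed without WT ConA replicate 1, 0.0937, and without KO ConA replicate 4, 0.240). The gene lists in KO saline against WT saline ran from 4 to 8, the gene lists in the interaction from 2 to 13 and the Reactome gene sets from 37 to 79.

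Of 2282 values of named genes under alternatives, 2024 kept direction and call, 133 were no longer called, 67 became called and 58 changed direction. The causes of the changed directions were not tested. After the GC and length correction they were Ythdf1 in KO ConA against WT ConA (-0.0810), Ythdc2 in KO ConA against WT ConA (-0.0320), Wtap in KO ConA against WT ConA (-0.0600), Ythdc1 in KO saline against WT saline (0.0765), Mettl3 in KO saline against WT saline (0.0710), Mettl14 in KO saline against WT saline (0.1299), Wtap in KO saline against WT saline (0.0680), Fto in KO saline against WT saline (0.1456), Alkbh5 in KO saline against WT saline (0.0987), Ythdf1 in KO ConA against KO saline (-0.0662), Ythdc2 in KO ConA against KO saline (-0.0692), Fto in KO ConA against KO saline (-0.0970), Ythdf2 in genotype by ConA interaction (-0.0734), Ythdc2 in genotype by ConA interaction (-0.3087), Mettl3 in genotype by ConA interaction (-0.1154), Wtap in genotype by ConA interaction (-0.0900), Fto in genotype by ConA interaction (-0.0428). On rescaled TPM they were Ythdf1 in KO ConA against WT ConA (-0.0515), Fto in KO saline against WT saline (0.0136), Mettl3 in genotype by ConA interaction (-0.0993). With a replicate block it was Ythdf3 in genotype by ConA interaction (0.0706). When 1 mouse was left out, the range of the log2 fold change, and the number of fits in which its direction changed, was for Ythdf1 in KO ConA against WT ConA from -0.0602 to 0.1785 (3 of 8), Ythdf3 in KO ConA against WT ConA from -0.2275 to 0.2279 (3 of 8), Ythdc2 in KO ConA against WT ConA from -0.0414 to 0.2954 (1 of 8), Mettl3 in KO ConA against WT ConA from -0.1077 to 0.0950 (2 of 8), Wtap in KO ConA against WT ConA from -0.1400 to 0.2591 (1 of 8), Cxcl1 in KO ConA against WT ConA from -0.0840 to 0.0473 (4 of 8), Fto in WT ConA against WT saline from -0.1895 to 0.0123 (1 of 7), Ythdf2 in KO saline against WT saline from -0.0148 to 0.1370 (1 of 6), Ythdf3 in KO saline against WT saline from -0.0153 to 0.0950 (3 of 6), Ythdc2 in KO saline against WT saline from -0.0321 to 0.1202 (2 of 6), Mettl3 in KO saline against WT saline from -0.1886 to 0.0257 (1 of 6), Fto in KO saline against WT saline from -0.1399 to 0.0183 (1 of 6), Alkbh5 in KO saline against WT saline from -0.1048 to 0.0125 (1 of 6), Ythdf3 in genotype by ConA interaction from -0.2510 to 0.2044 (6 of 14), Ythdc2 in genotype by ConA interaction from -0.0897 to 0.2472 (2 of 14), Mettl3 in genotype by ConA interaction from -0.0569 to 0.1573 (5 of 14).

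The depth of the libraries is not known, so it could not be told which values listed at 0 or near it, such as those of Il6 and Cd4, lie under the limit of detection.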

Differences from the paper's values

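The paper states no expression value or fold change in its text for these libraries, and its enrichment scores were not recomputed. The differences below concern what it states of pathways and samples. The GC and length correction was chosen after seeing the values. The paper reports the interferon gamma response as raised in ConA-treated *Ythdf1*-/- livers. Here the interferon gamma genes had an adjusted p of 0.0537 in KO ConA against WT ConA. They passed at TPM of 5 or more (0.0496), an alternative set before the data were examined, and without WT ConA replicate 1 (0.0031), WT ConA replicate 2 (0.0063), KO ConA replicate 1 (0.0301), KO ConA replicate 2 (0.0216) or KO ConA replicate 4 (0.0495). They also passed with the GC and length correction, chosen after seeing the values (0.0425). Under the other alternatives they did not pass.

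The paper reports the positive regulation of IKK and NF-κB signaling as raised. The IKK NF-kB activators had an adjusted p of 0.192 and passed under none of the alternatives run.

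The paper reports gene sets of T cells and Th1, Th2 and Th17 differentiation as enriched. The T cell genes had an adjusted p of 0.0541 and the T helper differentiation genes 0.0815. The T cell genes passed with no filter on TPM (0.0021), on rescaled TPM (0.0442), without WT ConA replicate 1 (0.0242), without WT ConA replicate 3 (0.0157), without KO ConA replicate 2 (0.0466), without KO ConA replicate 4 (0.0119) and with the GC and length correction chosen after seeing the values (0.0084). The T helper differentiation genes passed at TPM of 5 or more (0.0131), with no filter on TPM (0.0091), on rescaled TPM (0.0316), with a replicate block (0.0452), without WT ConA replicate 1 (0.0413), without KO ConA replicate 4 (0.0457) and with that correction (0.0335). Fig. 3D also shows bile acid metabolism as lowered, and the bile acid metabolism genes had an adjusted p of 0.0541. They passed with no filter on TPM (0.0432) and without WT ConA replicate 3 (0.0157), KO ConA replicate 3 (0.0266) or KO ConA replicate 4 (0.0121). Fig. 5C also lists circadian rhythm, and the circadian genes (adjusted p 0.369) passed under none of the alternatives run. Their genes moved both ways and 5 were called over the list alone, so this test of a shared direction does not decide on an enrichment. These lists are not the gene sets of the paper.

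The paper describes the mRNA of the m6A regulators after ConA as slightly increased or unchanged. In WT ConA against WT saline Alkbh5 rose by a log2 fold change of 1.29 (adjusted p 1.64e-04), and it remained called under each alternative run.

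The paper gives 3 samples per group in its methods and 3–4 in the legend of Fig. 3, and there are 3 libraries in each saline group and 4 in each ConA group, as in that legend. It describes the mice as male, and the Y-linked genes Ddx3y and Eif2s3y did not exceed 0.02 and 0.07 TPM in any library.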

Other observations

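The tests of the background, of the near-identical pair, of the Ythdf1 exon and of female mice below were chosen after the pattern was seen. The counts of splits and the tests of an untreated mouse, of shared reads and of single libraries were set before their results.

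KO ConA against WT ConA gave 45 genes. Of the 35 splits of the 8 ConA mice into groups of 4, 2 gave as many, the real one included, and the largest other count was 70. With a share above 0.05, an arbitrary grouping of these mice could give such a count. For the gene lists, 9 of 35 splits gave 11 or more, and the median split gave 9. For the Reactome gene sets, 19 of 35 splits gave 56 or more, with a median of 58. Numbers of lists or sets past the threshold of camera with a preset correlation are therefore what arbitrary groupings of these livers often give. WT ConA against WT saline (5704 genes) and KO ConA against KO saline (7099 genes) each had 1 of 35 splits with as many, the real one. By the number of lists, 5 of 35 splits gave as many for WT ConA against WT saline, and 8 of 35 for KO ConA against KO saline. The number of lists thus fails to set apart even the large effect of ConA, and decides nothing for or against a difference by genotype.

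The saline groups parted widely at 41 genes, those with groups that do not overlap and a log2 difference of 2 or more (28 higher and 13 lower in KO). WT ConA replicate 4 was the most like WT saline of the 8 ConA libraries at 30 of the 41 genes, where 5.12 would be expected by chance. On a scale from WT saline (0) to KO saline (1) its median position was 0.02, that of WT ConA replicates 1 to 3 was 0.59 to 0.81 and that of the KO ConA mice 0.93 to 1.03. Pttg1, for example, had 10.1 to 11.6 TPM in WT saline, 106.5 to 117.9 in KO saline, 54.3 to 65.0 in WT ConA replicates 1 to 3, 3.96 in WT ConA replicate 4 and 49.3 to 59.3 in KO ConA. If Ythdf1 genotype set these levels, the 4 WT ConA mice would lie alike and near 0, and the lowest of replicates 1 to 3 lay at 0.593, so genotype does not account for the genes as a set. Nor was WT ConA replicate 4 an untreated mouse, as it lay at 0.886 on a scale from saline to ConA made from 279 genes of the KO mice, with the other WT ConA mice at 0.80 to 0.90. The pattern is consistent with a variant of strain or litter carried by some mice (the 30 of 41 genes), where WT ConA replicates 1 to 3 would share more background with the KO mice than with the WT saline mice. The paper gives a C57BL/6 background and littermate controls. Exchanged genotype labels cannot be told apart from this, because Ythdf1 (log2 fold change 0.53 in KO saline against WT saline) does not show the deletion at the level of the whole gene. If the background differs, KO ConA against WT ConA, KO saline against WT saline and the interaction all mix it with genotype. WT ConA against WT saline, with the regulators of Fig. 1D, would then mix it with ConA, since WT ConA replicates 1 to 3 lay away from WT saline. Gm42267, the largest rise in KO ConA against WT ConA, is 1 of the 41 genes, and without WT ConA replicate 4 that comparison had 8 called genes in place of 45. That fall is not specific to this mouse. Without KO ConA replicate 4 the count was 5, and without KO ConA replicate 3 it was 9. It rose, to 64, only without WT ConA replicate 1.

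WT saline replicates 2 and 3 differed by a median log2 ratio of 0.0813 over the 100 genes most variable among KO saline mice, and by a spread of 0.0703 over 1031 abundant genes, against 0.146 to 0.551 in the other 17 pairs. Over the 100 genes most variable among WT ConA mice the value was 0.108, against 0.212 or more in the other pairs. In replicate 1, Cyp3a41a had 3.00 TPM and Sult2a1 0.800 TPM, but in replicates 2 and 3 they had 525 and 543 TPM, and 306 and 320 TPM. This is what 1 mouse or 1 library measured 2 times could give. Without counts, sampling noise could not be set against it, and litter mates that are very alike stay possible.

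Ythdf1 was not lower in libraries labelled KO. Exon 3 makes up 2.51% of the transcript with 5 exons, and a loss of that part would not be visible among mice that range from 15.5 to 26.2 TPM in KO ConA. Whether the deletion explains the level cannot be told apart from other reasons, since no values per exon were used here. The value of Ythdf1 in KO saline against WT saline was higher (18.4 to 20.8 against 12.0 to 13.9 TPM, adjusted p 0.018), and with WT saline replicates 2 and 3 averaged it was not called (adjusted p 0.0805).

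The Y-linked genes Ddx3y and Eif2s3y were near 0 in all 14 libraries (at most 0.02 and 0.07 TPM), while their X-linked copies Ddx3x and Eif2s3x had 31.8 to 120.5 and 29.2 to 92.0 TPM. Reads shared with the X-linked copies do not account for this, since 99.96% of the 50-base stretches of Ddx3y, and 100% of those of Eif2s3y, are found in no other gene. Uty, also Y-linked, had 0.870 to 2.12 TPM in every library, so the sex of the mice cannot be told apart from these values alone. Other genes, chosen after the data were seen, were mixed in WT saline replicate 1. In the saline livers Cyp2b9 had 127 to 307 TPM and Cux2 5.87 to 14.9 TPM, which are higher in female liver, and Cyp4a12a had 0.130 to 10.7 TPM, which is higher in male liver. In WT saline replicate 1, however, Cyp3a41a and Sult2a1, also higher in female liver, had 3.00 and 0.800 TPM, against 199 to 1166 and 127 to 939 TPM in the other saline mice, and the 10.7 TPM of Cyp4a12a were in that mouse. The paper describes male mice, and female mice remain possible.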
